# Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells

**DOI:** 10.1186/s13293-017-0150-x

**Published:** 2017-08-17

**Authors:** Rachael J. Werner, Bryant M. Schultz, Jacklyn M. Huhn, Jaroslav Jelinek, Jozef Madzo, Nora Engel

**Keywords:** Sex chromosomes, Transcriptome, Embryonic stem cells, Transcription factors, Epigenetic enzymes

## Abstract

**Background:**

Pre-implantation embryos exhibit sexual dimorphisms in both primates and rodents. To determine whether these differences reflected sex-biased expression patterns, we generated transcriptome profiles for six 40,XX, six 40,XY, and two 39,X mouse embryonic stem (ES) cells by RNA sequencing.

**Results:**

We found hundreds of coding and non-coding RNAs that were differentially expressed between male and female cells. Surprisingly, the majority of these were autosomal and included RNA encoding transcription and epigenetic and chromatin remodeling factors. We showed differential Prdm14-responsive enhancer activity in male and female cells, correlating with the sex-specific levels of *Prdm14* expression. This is the first time sex-specific enhancer activity in ES cells has been reported. Evaluation of X-linked gene expression patterns between our XX and XY lines revealed four distinct categories: (1) genes showing 2-fold greater expression in the female cells; (2) a set of genes with expression levels well above 2-fold in female cells; (3) genes with equivalent RNA levels in male and female cells; and strikingly, (4) a small number of genes with higher expression in the XY lines. Further evaluation of autosomal gene expression revealed differential expression of imprinted loci, despite appropriate parent-of-origin patterns. The 39,X lines aligned closely with the XY cells and provided insights into potential regulation of genes associated with Turner syndrome in humans. Moreover, inclusion of the 39,X lines permitted three-way comparisons, delineating X and Y chromosome-dependent patterns.

**Conclusions:**

Overall, our results support the role of the sex chromosomes in establishing sex-specific networks early in embryonic development and provide insights into effects of sex chromosome aneuploidies originating at those stages.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13293-017-0150-x) contains supplementary material, which is available to authorized users.

## Background

The variation between males and females constitutes the largest phenotypic dimorphism in any given species [1]. In humans, this variation accounts for differences seen in the risk, incidence, and response to treatment for a plethora of diseases [2–4]. Examples include autoimmune diseases [5, 6], cancer susceptibility [7, 8], infectious disease incidence [9, 10], and cardiovascular disease presentation and risk [11, 12]. There is evidence showing transcriptional and epigenomic variability between men and women [13, 14]. The role of these differences in disease presentation and phenotype is unclear, but there is mounting evidence that gene regulation is linked to disease [15, 16], suggesting that the impact of sex on gene expression and epigenetic features is likely to be important [16, 17]. Sex hormones partially mediate sexual dimorphisms after gonadogenesis [18], but their action does not fully explain them [19].

The X and Y chromosomes encode multiple factors that have an important role in determining sexual biases in all tissues. This has been fully established in the four-core genotypes mouse model, in which the sex chromosome complement is uncoupled from gonadal sex [20, 21]. In this model, sexually dimorphic neural and behavioral traits were identified in adult mice and defects in neural tube closure at 10.5 days post coitum (dpc) were evident [21]. Differences in regulation of autosomal genes in male and female adult tissues were also shown in this system [22].

How soon do sexual dimorphisms appear in development? Differences between males and females start immediately after fertilization in both humans and mice. Male pre-implantation embryos develop more rapidly than female embryos, i.e., before gonadal sex differentiation, and, in mice, this difference persists at least up to day 9.5 of gestation [23]. Newborn males have a higher mortality rate than females [24]. Expression differences arising from the X and Y chromosomes directly or indirectly have been documented in mouse and humans [25–29]. The sex chromosome complement alone drives epigenome-wide differences in male and female murine embryonic stem (ES) cells [30–32]. These effects may have a lasting impact on developmental trajectories and disease risk [33, 34], even if transcriptional differences are not immediate.

We hypothesize that some sexual dimorphisms can be traced back to early embryogenesis because the presence of the sex chromosomes primes the genome differentially, leaving an epigenetic registry of sexual identity [35]. As a result, dosage differences, especially of transcription factors (TFs) and epigenetic complexes, can affect regulatory networks and determine differences in downstream developmental events. It has been shown that differential epigenetic marks can be latent, with effects on gene expression in later development, as tissue-specific signals become available.

It is widely accepted that various mouse strains are phenotypically different [36, 37]. Significant gene content variation exists between inbred mouse strains, including large deletions and amplifications [38], with the potential for biases in allelic gene expression [39]. To investigate the role of the sex chromosome complement on early transcriptional biases, we derived a panel of male and female hybrid mouse ES cell lines from reciprocal crosses between the C57BL/6 and CAST/EiJ mice and performed a genome-wide RNA expression comparison of 40,XX, 40,XY, and 39,X lines. This experimental design allowed us to gauge the impact of strain effects and focus on sex-specific expression. We found a substantial number of coding and non-coding RNAs that are differentially expressed between male and female ES cells, including RNAs encoding critical transcription factors and proteins involved in DNA methylation, histone modifications, and chromatin remodeling. Gene ontology analysis shows that male- and female-enriched RNAs code for proteins involved in distinct pathways, with male cells exhibiting a transcriptome more poised for differentiation than female cells. In addition, by comparing wild-type to 39,X cell lines, we identified genes dependent on either the X or the Y chromosome.

## Methods

The experimental strategy is outlined in Additional file 1: Figure S1.

### Embryonic stem cell derivation and culture

F1 hybrid blastocysts from natural matings were obtained at embryonic day 3.5 from reciprocal crosses of mouse substrains C57BL/6J and CAST/EiJ, denoted B and C hereafter; cell lines are designated as BC or CB, with the maternal line symbolized first. Blastocysts were cultured individually on mouse embryonic fibroblasts (MEFs) in gelatin-coated tissue culture plates and used to establish single, independent embryonic stem cell lines. Each line was maintained in ES cell culture medium (DMEM, 15% FCS, 1 mM sodium pyruvate, 2 mM L-glutamine, 1% nonessential amino acids, 0.1 mM 2-mercaptoethanol, and 1000 U/ml mouse leukemia inhibitory factor (LIF)) in 5% CO_2_ at 37 °C. Blastocysts hatched from the zona pellucida and adhered to the feeder layer after 2 days. After 4–6 days, the inner cell mass outgrowth was passaged using trypsin.

All mice were housed at the Fels Institute for Cancer Research and Molecular Biology animal facility. When required, euthanasia was performed by CO_2_ inhalation and animal sacrifice for blastocyst isolation was done by cervical dislocation. Animal studies for this project have been approved by the relevant institutional review board (protocol number 4472).

### Sex determination

ES cell lines were sexed by the presence or absence of *Sry* and a restriction digest of *Xist* using *Afl*III which selectively digests the C57BL/6 allele at rs225909365. After polyacrylamide gel electrophoresis (PAGE), resulting bands were quantified by densitometry analysis (GelAnalyzer2010 software) to confirm the presence of the maternal and paternal X chromosomes in female cells.

### Karyotyping

Sequenced lines were karyotyped at or near the passage from which RNA was obtained for library preparation to ensure chromosomal stability. Metaphase spreads were prepared according to previously published protocols [40]. A 100× oil immersion scope was used to obtained images of the spreads. Counting of > 100 cells was performed by separate individuals and compared for accuracy. The XY and XX cell lines possessed the diploid complement of 40 chromosomes in 85–90% of spreads. The two XO lines showed 39 chromosomes in 87–90% of spreads.

### RNA sequencing and Transcriptome analysis

Male, female, and aneuploid ES cells are denoted XY, XX, and XO hereafter for brevity. Fourteen (six XY, six XX, and two XO) early passage independent cell lines were used for RNA sequencing. Cell morphology and growth rates were consistent across lines at the time of collection. RNA isolation was performed using Roche’s High Pure RNA Isolation kit for the undifferentiated lines following two consecutive 60-min MEF-depletion steps. Isolated RNA was treated with TURBO™ DNase following the kit instructions from Ambion. Bioanalyzer electrophoresis as well a negative reverse-transcriptase and PCR (RT-PCR) were performed to ensure integrity and purity of the isolated RNA and absence of DNA contamination. One microgram of RNA from each line was used to generate a library according to Illumina TruSeq® Stranded Total RNA sample preparation guide. Lines were prepared in batches of six and then pooled and submitted for sequencing through a single flow cell at Fox Chase Cancer Center Sequencing Core using HiSeq 2500 single end reads of 50 bp. One to two percent PhiX was spiked in at the time of sequencing as an additional quality check. To identify differences in gene expression, sequenced reads were aligned to mm9 genome assembly using TopHat 2 software suite [41]. To determine differential gene expression, we used the Cufflinks software suite [42]. We used change *p* < 0.01 after correction for multiple testing (false discovery rate, FDR) for significantly differentially expressed genes. We used R software with Cummerbund packages for downstream analysis and visualization of the RNA-seq output including but not limited to hierarchical clustering and principal component analysis. For the heat maps, we isolated the most stably expressed genes by selecting the genes for which expression levels fell within the first quartile of mean normalized standard deviation between biological replicates. Assessment of pluripotency was performed using genes curated from published interactions, namely PluriNetwork [43] and PluriNet82 [44] with the addition of dynamically expressed genes. Cytoscape [45] was used for network visualization. Functional annotation was performed using DAVID (https://david.ncifcrf.gov/home.jsp) with a gene list cutoff of FDR < 0.05 [46, 47]. Visualization of functional output and gene ontology terms was generated through GO-plot using modified Fisher exact *p* value cutoff of < 0.1 [48].

### Quantitative PCR (qPCR) validation

Genes of interest showing differential expression were verified. The analysis was performed on cDNA generated using SuperScript™ II from RNA from multiple lines, including but not limited to the ones involved in the initial sequencing set. Relative gene expression was assessed using PowerUp SYBR Green Master Mix from Thermo Fisher and normalized to β-actin on Applied Biosystems StepOnePlus Real-Time PCR System. Some genes that showed no statistically significant difference in the training set were also tested to further confirm the validity of the RNA sequencing results (Additional file 2: Table S1).

### Luciferase assays

The reporter plasmids with enhancers responsive to Prdm14 and Trim24 cloned into a pGL3-*Oct4* promoter vector (Promega) were generously provided by Richard A. Young [49]. Transfections were performed using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s recommendations. Testing was performed using three biological replicates from each cell line (XX, XY, and XO). ES cells were seeded onto a 12-well plate and then transfected with 800 ng of the reporter plasmid with or without the enhancer and 16 ng of the Renilla luciferase reporter (Promega) for 24 h at 37 °C. Firefly and Renilla activity were measured according to the instructions for Dual-Luciferase Reporter Assay System using a Glomax® Multi-Detection System (Promega). The relative luciferase activity was calculated by dividing Firefly luciferase by Renilla luciferase activity. Sequences were modified using primers designed on NEBaseChanger v1.2.5, and a protocol for mutagenesis using Q5® Hot Start High-Fidelity reaction components followed by digested with *Dpn*I and subsequent ligation and transformation into competent bacteria. Successful deletion or scrambling of the Prdm14-responsive motifs was verified by sequencing (Eurofins Genomics) and alignment to plasmids with Geneious version 6 (http://www.geneious.com) [50].

### Long non-coding (lnc)RNA interrogation

To evaluate differential long non-coding RNA expression between the male and female ES cells, sequences were aligned to mm10 and transcripts were identified with the NONCODE database (https://www.ncbi.nlm.nih.gov/pubmed/26586799). The lncRNA genes that overlapped with coding genes and were expressed from same DNA strand were filtered out from downstream analysis.

### Transcription factor motif analysis

The differentially expressed genes between male and female cell lines (FDR ≤ 0.05) were used for de novo motif discovery with parameters set for 5000–1000 bp upstream of the transcriptional start site in HOMER (http://homer.ucsd.edu/homer/) (Additional file 3: Table S2).

### Allele-specific RT-PCR

After reverse transcription, the *Cdkn1c* transcript was amplified using Ruby Taq Master Mix (Affymetrix - #71191). Following PCR, restriction digest was performed with a *Taq* *I* (New England Biolabs) and products were run on 7% PAGE [51]. The primers for *Cdkn1c* were 5′-CGGACGATGGAAGAACTCTGG-3′ and 5′-TATACCTTGGGACCAGCGTACTCC-3′.

## Results

### Sex-specific expression in ES cells

To determine whether differential expression occurs during early development, we used mouse ES cells cultured in serum and LIF, denoted as serum/LIF, as a model for peri-implantation embryos. This medium was preferred because culture of ES cells with inhibitors of Mek1/2 and Gsk3β in conjunction with LIF (2i/LIF) leads to widespread reduction in DNA methylation, including erosion of methylation of imprinting control regions (ICRs), compromising the ability of the cells to contribute to development [30, 52–55]. We derived stable male (XY), female (XX), and 39,X (XO) ES cell lines from blastocysts originated by reciprocal crosses between C57BL/6 (B) and CAST/EiJ (C) mice (designated as BC and CB, with maternal strain indicated first; male cells, BCM or CBM; and female cells, BCF or CBF). We analyzed the transcriptomes by RNA sequencing (RNA-seq) from three early passage cell lines of each cross and sex and two early passage XO cell lines derived from a BC cross (denoted BCO). 

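RNA from 14 ES cell lines was sequenced, 3 lines each of BC XX (BCF), BC XY (BCM), CB XX (CBF) and CB XY (CBM) cells and 2 lines of BC XO cells (BCO). The methods describe cells freed of feeder fibroblasts in 2 consecutive steps, stranded libraries of total RNA, and single-end reads that were aligned to the mm9 genome with TopHat2. The authors deposited 1 value per gene and line for 23298 genes, a read signal that they had scaled to a common depth, so that the values of a line sum to between 28150946 and 30657803. Within a line, 98.1% to 98.7% of the values are whole multiples of 1 step, which ranges from 0.407 to 2.46 between lines. If a step is taken as 1 read, the lines hold from 11904424 reads (CB XY 2) to 69646376 reads (BC XX 2). The group medians on that basis are 35519500 reads for BC XY, 47305279 for BC XX, 14661088 for CB XY and 23144187 for CB XX lines, and the XO lines hold 37709595 and 41577453 reads. The 3 CB XX lines are numbered by the order of their columns.
Values were compared as log2(value + 5), for genes with a value of at least 10 in at least as many lines as the smaller group holds. A fold change on this scale understates the change of a gene with low values. Groups were compared with limma, with Benjamini-Hochberg adjustment over all genes tested, and positive fold changes are higher in XX lines. Left out were 13 genes, such as *Eef1a1* and *Hsp90aa1*, that are listed at 0 in every line of at least 1 group and reach 100 or more elsewhere.
Y-linked transcripts were examined first, as a check on the labels. *Uty* had values of 2088, 1529 and 945 in the BC XY lines and of 1149 in CB XY 1, but of 19.6 and 45.4 in the lines labelled CB XY 2 and CB XY 3. The 6 XX lines ranged from 12.8 to 195 and the XO lines had 15.2 and 30.6. The lines labelled CB XY 2 and CB XY 3 therefore enter the comparisons of all XX with all XY lines and of CB XX with CB XY lines without Y-linked RNA above the level of XX and XO lines. The mean log2 level of 4 Y-linked genes rose with that of 29 mesenchymal genes over the 8 XX and XO lines (Pearson r = 0.988, exact permutation test, two-sided p = 7.44e-05; Spearman rho = 0.976, p = 0.000397). Without the 2 lines farthest from the median mesenchymal level, r was 0.980.

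**Figure D1:**
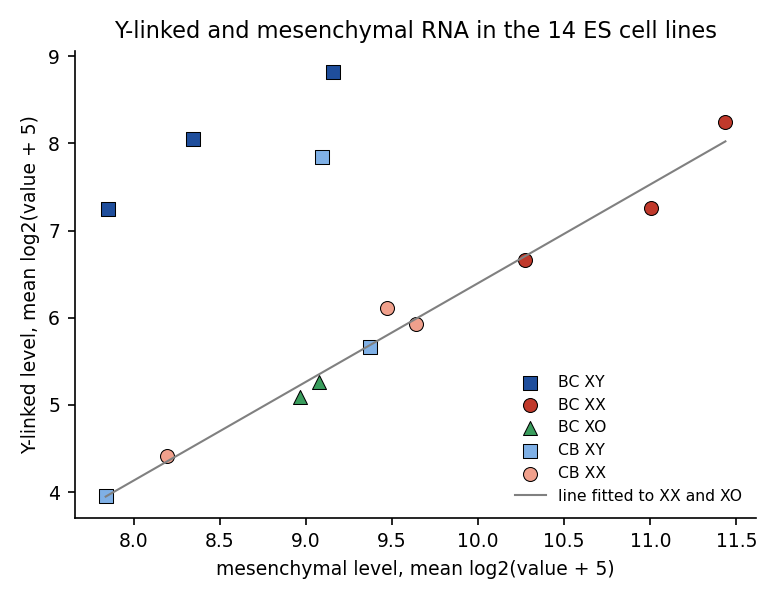
Mean log2(value + 5) of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* (y axis) against that of 29 mesenchymal genes (x axis) in each of the 14 lines, with the line fitted to the 8 XX and XO lines. The BC XY lines and CB XY 1 lie 2.48 to 3.53 above the fitted line, and the lines labelled CB XY 2 and CB XY 3 lie 0.0096 above and at −0.015 from it.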

We detected 14,766 transcripts and compared the data to quantitatively assess the differentially expressed genes. 

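In the deposited table, 21354 genes had a value above 0 in at least 1 line and 18500 had a mean value of at least 1 over the 14 lines. The comparison of XX with XY lines kept 15311 genes, and the model of all 5 groups kept 16263. A chromosome could be assigned to 23235 of the 23298 genes, with mm9 (NCBIM37) coordinates. In simulated data with 200 genes changed 2-fold, 92.5% of them were called in the comparison of 6 XX with 6 XY lines, with 9 false calls. The changed genes were drawn only from those with high values, so that recovery at low values was not tested. The median SD of a gene within groups was 0.259 in these data and 0.311 in the real lines, so that fewer changed genes would be called in the real lines.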

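Each line had between 14951 and 15434 genes with a value of at least 10. The 10 genes with the highest values took between 3.43% and 6.65% of a line's total, a share affected by genes listed at 0 in whole groups, such as *Hsp90aa1* in the BC XX lines. A gene value of 3 reads, the limit below which a gene cannot be told from 0 at these depths, corresponds to 3 steps of the line concerned.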

Alignment and transcript coverage was similar between all samples assayed.

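Within the BC cross, 928 of 16263 genes differed between XX and XY lines by limma with Benjamini-Hochberg adjustment at an FDR of 0.05, 727 of them higher in XX lines. There were 196 at 0.01, of which 177 were higher in XX lines. With a term for the level of 29 mesenchymal genes, added after the values were seen, 1 gene was called and 0 of the 196 were (1534 genes at an unadjusted p of 0.05). That level nearly coincides with the BC XX lines, at 10.3 to 11.4 in them and at most 9.64 in the other 11 lines. The count was 28 without BC XY 2. In the CB cross, whose XY group includes the 2 lines without Y-linked RNA, 581 genes differed at an FDR of 0.05 and 114 at 0.01, with 88 of the latter higher in XX lines. Without CB XY 2 or without CB XX 2, 1 of the 114 genes passed an FDR of 0.01 in the CB cross. At an unadjusted p of 0.05 the counts were 3750 genes in the BC and 3034 in the CB cross.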

We first compared transcriptomes between sexes within each cross to determine sex-specific differentially expressed genes. The ES cell lines showed hierarchical clustering by sex chromosome complement (Fig. 1a, b). 

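Over all 16263 expressed genes, without selection, hierarchical clustering first set BC XX 3 apart from the other 13 lines. The next split put 5 of the 6 CB lines, XX and XY, in one branch, and the remaining BC lines with CB XX 3 in another. Within the BC cross alone, BC XY 1, BC XX 1, BC XX 2 and BC XO 2 formed one branch, BC XY 2, BC XY 3 and BC XO 1 another, and BC XX 3 stood alone.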

Evaluation of the chromosomal distribution of the differentially expressed genes shows that the differences between XY and XX lines are primarily derived from expression originating from autosomal regions (Fig. 1c). 

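Of the 183 genes called between XX and XY lines at an FDR of 0.01, 102 lay on the X chromosome, 0 on the Y chromosome and 81, or 44.3%, on autosomes. At an FDR of 0.05, 570 of 797 genes, or 71.5%, were autosomal. With the cross as a covariate, 219 of 367 genes (59.7%) at an FDR of 0.01 were autosomal. Relative to the genes tested, 565 were X-linked and 14724 autosomal. Of the 5 Y-linked genes tested, none passed an FDR of 0.05 in the fit without the cross.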

The XO lines (BCO) more closely resembled the XY lines (BCM) than the XX lines (BCF) of the same cross, which is illustrated in the principal component analysis generated using differentially expressed genes at a FDR < 0.01 (Fig. 1d).

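Distances between the BC lines were taken over the log2 values of all 16263 expressed genes. BC XO 1 lay at a distance of 49.6 from the mean of the XY lines and 91.5 from that of the XX lines, a ratio of 0.542. For BC XO 2 the distances were 50.2 and 84.3, a ratio of 0.596. On autosomal genes alone the ratios were 0.542 and 0.588. The mean ratio over both lines moved most with a rank-based distance, to 0.305 from 0.569. BC XY 1, 2 and 3 themselves lay at 73.3, 45.3 and 77.6 from the mean of the XY lines. The BC XX lines had a mesenchymal level of 10.3 to 11.4, against at most 9.16 in the BC XY and XO lines. The ratios cannot part this difference from an effect of the sex chromosomes, because both enlarge the distance to the XX lines. Of the variance among the 14 lines, the first principal component held 38.1% and the second 20.0%. The XO lines had second component scores of 29.1 and 23.7, next to those of the BC XY lines at 27.0 to 29.6, while the BC XX lines lay between −19.6 and 1.90.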

**Fig. 1:**
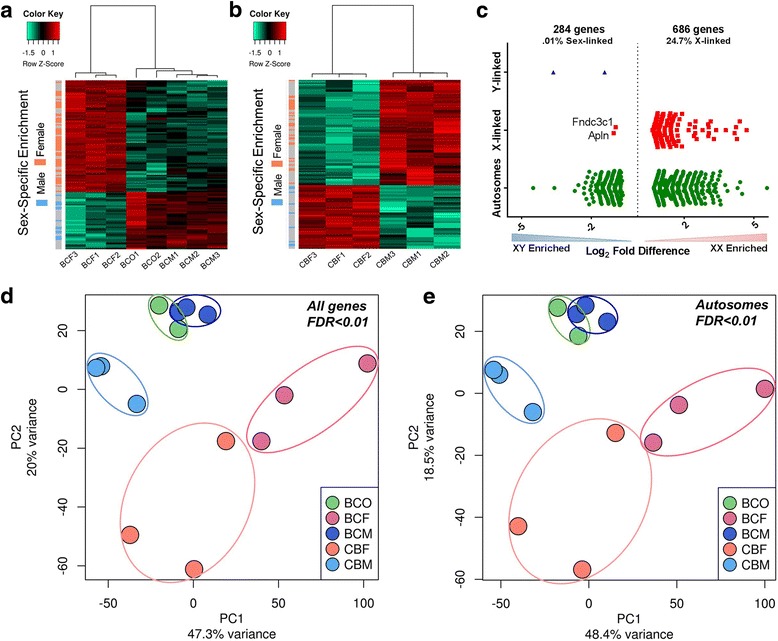
Identification and biological replication of sexually dimorphic genes in mouse ES cells. **a**, **b** Transcripts were defined as dimorphic from RNA-seq data using a genome-wide corrected FDR < 0.01 and standard deviation between biological replicates of less than 10%. Genes with sex-specific biases independent of strain are indicated on the *y*-axis. Sexually dimorphic expression in BC ES cells (**a**) showed clustering of the two XO lines with the three XY lines, separately and distinctly from the three XX lines. CB ES cells (**b**) showed clustering by sex chromosome complement with the three XY grouped together separately from the three XX lines. **c** Chromosomal distribution of sexually dimorphic genes when comparing all six XX and six XY ES cells at FDR < 0.01. **d** Principal component analysis (PCA) of differentially expressed genes at FDR < 0.01 from RNA -seq of ES cells shows distinct clustering of each cell line with close association of lines of the same strain and sex, with the exception of the two XO lines which highly overlap with the three XY lines of the same cross (BC). **e** Exclusion of sex chromosome-linked expression in the PCA at FDR < 0.01 shows maintenance of segregation of the ES lines based on strain and sex affirming that autosomal expression alone accounts for these biases

Because close to 25% of the differential gene expression originated from the sex chromosomes, we performed a principal component analysis excluding sex-linked genes at a FDR < 0.01 to evaluate if the expression levels from the sex chromosomes alone were driving the difference seen in the hierarchical clustering. 

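With autosomal genes alone, 15631 in number, the first principal component held 39.1% of the variance among the 14 lines and the second 18.6%. Sex chromosome complement accounted for 27.0% of the spread of the lines along the first component and cross for 48.0%. Along the second, complement accounted for 56.8% and cross for 23.9%. The BC XX lines scored −34.6, −49.9 and −90.9 on the first component and the BC XY lines −14.7, 6.05 and 7.14, while CB XX scores ran from −15.2 to 46.4 and those of the lines labelled CB XY from 27.1 to 55.7. On the second component every XX line lay below 0, as did CB XY 3 at −7.10, and the other 5 lines labelled XY lay between 9.38 and 28.1. With the 500 most variable genes, X-linked ones included, the first component held 50.4%.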

Interestingly, autosomal gene expression differences alone are enough to segregate the ES cells by sex, with Fig. 1e showing segregation by cross and then by sex chromosome composition with the CBM and BCF lines showing the largest degree of separation. This result illustrates that the sex chromosome composition influences autosomal gene regulation and expression in a differential and detectable manner.

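The autosomal genes with the largest differences whose XX and XY lines did not overlap at an FDR of 0.01 were taken in each direction. Of those higher in XX lines, *Pramel6* (chromosome 2, 87346722 to 87351029 of mm9) had values of 144 ± 43.7 (SD, n = 6) against 10.6 ± 10.5 (SD, n = 6) in the lines labelled XY, a log2 fold change of 3.41 (standard error 0.34, limma with Benjamini-Hochberg adjustment, adjusted p = 0.000395). *Pramel7*, a closely related copy, had a log2 fold change of 3.30 (standard error 0.43, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00128), and *Nnmt* on chromosome 9 had 2.90 (adjusted p = 0.00144). Of those lower in XX lines, *AA986860* had a log2 fold change of -2.27 (standard error 0.38, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00436). *Slpi*, *Rab25* and *Axin2* had log2 fold changes of -2.10, -1.87 and -1.51 by limma with Benjamini-Hochberg adjustment (adjusted p = 0.00376, 0.00156 and 0.00641), and for each of these 7 genes all 6 lines of one sex lay above all 6 of the other. *AA986860* lost its call when the cross and the mesenchymal level were both covariates (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0553, with 0.00342 to 0.0553 over its alternatives). From the separation of the lines by autosomal expression (Fig. 1e), the paper reasons that sex chromosome complement influences gene regulation on the autosomes.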

A limitation of some mouse studies is the use of a single inbred mouse line to identify sex-specific effects. Polymorphisms are capable of skewing gene expression and as there is mounting consensus for the use of multiparent strains to more closely approximate human diseases [56], we compared all XY to all XX ES lines. 

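By limma with Benjamini-Hochberg adjustment, 797 of 15311 genes tested differed between the 6 XX lines and the 6 lines labelled XY at an FDR of 0.05, and 3544 at an unadjusted p of 0.05. Taking the cross as a covariate gave 1697 genes. The count ran from 410 without BC XX 1 to 1746 without CB XX 1 when each line was left out in turn. With the lines labelled CB XY 2 and CB XY 3 left out, it was 313.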

At FDR < 0.05, we detected over 1500 genes differentially expressed between XY and XX lines (Fig. 2b). 

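Higher in XX lines were 492 of the 797 genes and higher in the lines labelled XY 305. At the stricter FDR of 0.01 the numbers were 152 and 31. Adding the cross as a covariate gave 911 genes higher in XX and 786 higher in XY lines. The median log2 fold change over all 15311 genes was −0.028. The share of genes higher in XX lines among those called was 61.7%, and 65.7% after a correction for GC content.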

Over a thousand genes were more highly expressed in XX cell lines. XY lines were enriched for epithelial development and differentiation as well as cell-cell junctions (Fig. 2a). Interestingly, genes with higher expression in female ES cells were enriched for terms associated with cell cycle, meiosis, nuclear chromosome, and microtubule organization (Fig. 2c). These results suggest that male cells are more poised for lineage determination even before differentiation induction. It also supports the hypothesis put forth previously that the double X chromosome dosage stabilizes pluripotency [27].

**Fig. 2:**
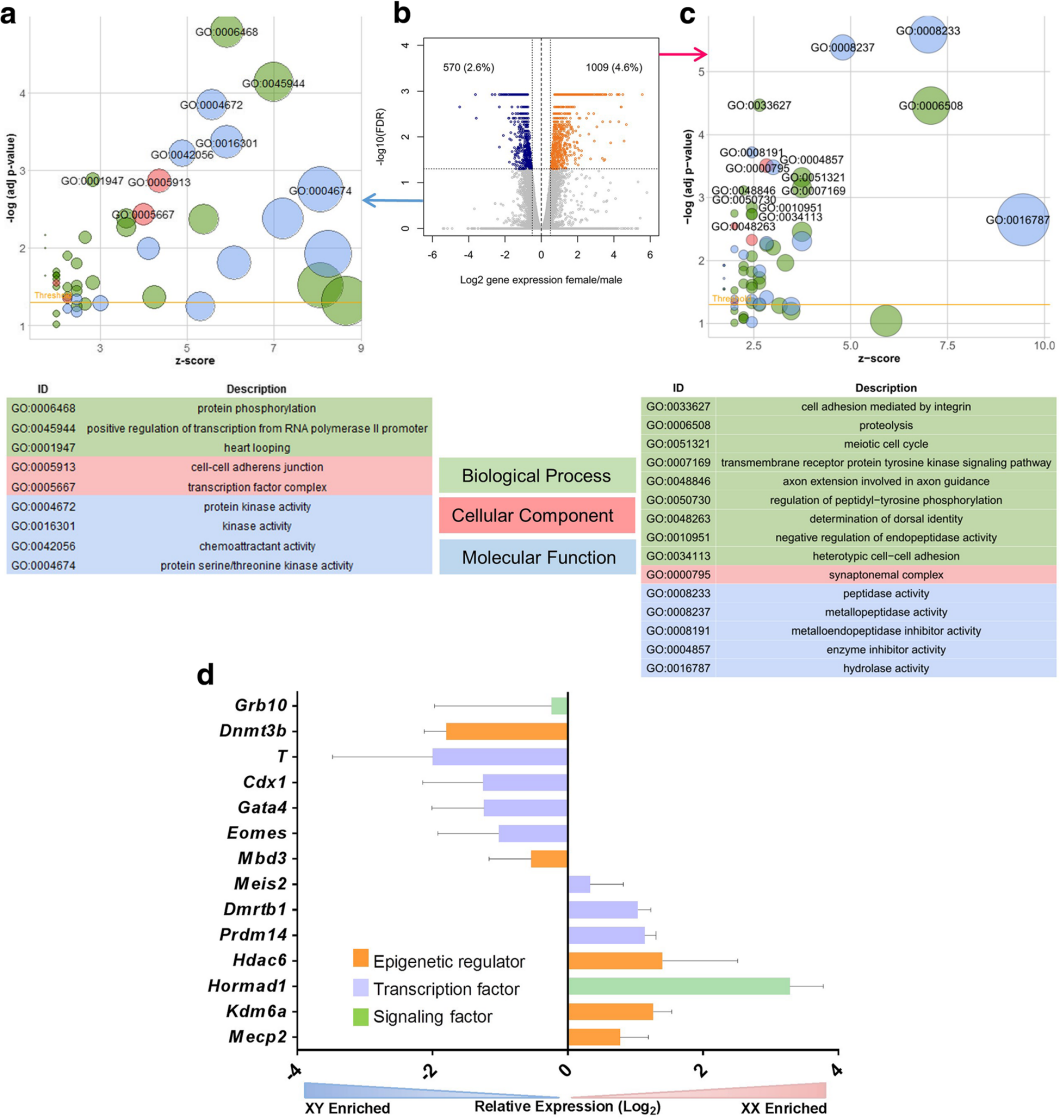
Gene ontology of differentially expressed genes between XY and XX ES cells. **a**, **c** Upregulated biological process, molecular function and cellular components between XY (**a**) and XX (**c**) ES cells. The XY lines had increased expression of genes related to early development (heart looping) and kinase activity. The XX lines showed increased expression of meiotic cell cycle-associated genes and peptidase activity. x-axis: *z*-score of associated terms, which indicates degree of upregulation; *y*-axis: significance of term. **b** Volcano plot showing selection of the differentially expressed genes between XY and XX lines at FDR < 0.05 (blue dots, higher in males; orange dots, higher in females). **d** qPCR validation of genes detected in the RNA sequencing dataset illustrating a sex-biased expression pattern of transcription factors, epigenetic enzymes and key signaling factors

To trace regulatory differences in XX and XY cells, we focused on transcription factors and epigenetic and chromatin remodeling factors (TFs and ERFs, respectively). 

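Of the 49 transcription factors that Table S3 lists as higher in XX lines, 46 were tested and all 46 had a positive log2 fold change, with a median of 1.03. By limma with Benjamini-Hochberg adjustment over all genes, 18 passed an FDR of 0.05 and 7 an FDR of 0.01, and 35 passed 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these lines. The count at 0.05 was 27 with the cross as a covariate. All 13 X-linked factors of the list were tested and 9 passed an FDR of 0.05. *Zfp182* had a log2 fold change of 1.04 (standard error 0.17, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00361) and *Hmgb3* of 0.72 (adjusted p = 0.00314), each with 6 of 6 XX lines above every line labelled XY. *Zfp449* had a log2 fold change of 1.16 (standard error 0.21, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00815), again without overlap of the lines, and 14 of 15 alternatives kept it past 0.05 (0.00247 to 0.0585). *Klf8* had a log2 fold change of 0.66 (standard error 0.16, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0341) and 4 of 6 XX lines above every XY line. *Klf8* was past 0.05 in 13 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.00551 to 0.147) and in 4 of 12 fits without 1 line (highest 0.0818 without CB XY 1). *Elf4*, *Aff2* and *Rhox9* were not past 0.05 in limma with Benjamini-Hochberg adjustment (log2 fold changes 1.05, 1.46 and 0.82; adjusted p = 0.0581, 0.0751 and 0.260), with 3, 4 and 4 of 6 XX lines above every XY line. They passed it in 4 of 15, 2 of 14 and 1 of 15 alternatives.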

At FDR < 0.01, 49 TFs were enriched in XX cells, including 13 X-linked factors: *Klf8*, *Hmgb3*, *Rhox1*, *Rhox9*, *Elf4*, *Zfp182*, *Zfp449*, and *Aff2*, among others. 

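Among the 33 autosomal factors tested from the XX list of Table S3, 9 passed an FDR of 0.05. *Dmrtb1* (chromosome 4) had a log2 fold change of 1.22 (standard error 0.30, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0310), with 6 of 6 XX lines above every XY line. *Dmrtb1* was past 0.05 in 12 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0136 to 0.0903) and in 6 of 12 fits without 1 line (highest 0.0758 without CB XY 1). *Meis2* (chromosome 2) had a log2 fold change of 1.21 (standard error 0.27, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0220), and each XX line lay above each line labelled XY. For *Meis2*, 12 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.00655 to 0.219), as did 11 of 12 fits that each left out 1 line, with 0.0585 without BC XX 1. With the mesenchymal level as a covariate its log2 fold change was 0.66. *Prdm14* had a log2 fold change of 0.66 in the BC and 1.13 in the CB cross (limma with Benjamini-Hochberg adjustment, adjusted p = 0.157 and 0.0328, 3 of 3 BC XX lines above every BC XY line and 3 of 3 CB XX lines above every CB XY line). Of the 11 Hox genes of the list, 9 were tested in XX against XY lines and all 9 were higher in XX lines, with 0 past an FDR of 0.05 over all genes, 9 past it when adjusted over the list alone, and 5 with the cross as a covariate. Their median log2 fold change was 2.06 in the BC cross, where 10 of 11 passed an FDR of 0.05, and 0.56 in the CB cross, where 0 did, adjusted over all genes or over the list alone. The difference between the crosses over a wider list of 33 Hox genes was not past the threshold (limma's fry, Benjamini-Hochberg adjusted p = 0.120, median difference 1.08). Over the 14 lines the mean level of 39 Hox genes rose with the mesenchymal level (Pearson r = 0.981, permutation test, two-sided p = 1e-05, the smallest the permutations can give; Spearman rho = 0.965), and r was 0.963 within groups and 0.961 without the 2 farthest lines.

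**Figure D2:**
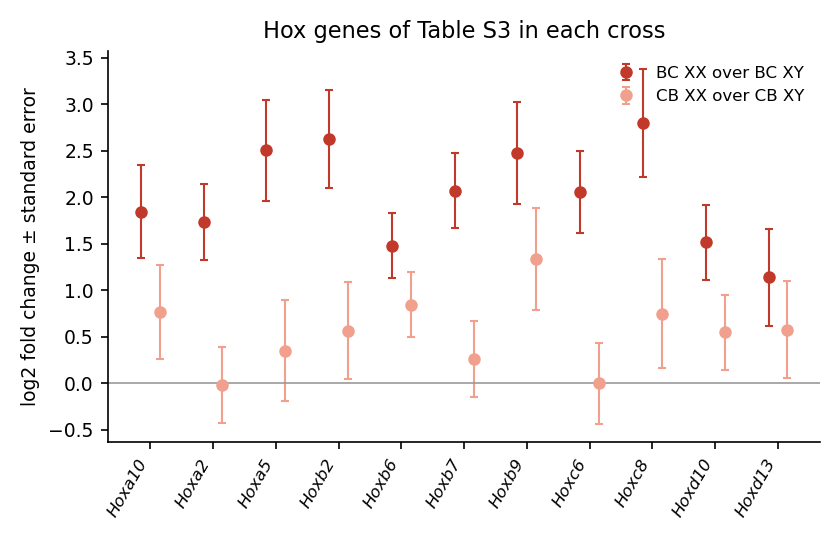
Log2 fold change of XX over XY lines, with its standard error, for the 11 Hox genes of Table S3 in the BC (3 against 3 lines) and the CB cross (3 against 3). All 11 are above 0 in the BC cross, with a median of 2.06, and 9 are in the CB cross, with a median of 0.56.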

Autosomal TFs enriched in XX cells included *Dmrtb1*, *Meis2, Prdm14*, and interestingly, 11 genes of the *Hox* (homeobox) family. 

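All 22 epigenetic regulatory factors that Table S3 lists as higher in XX lines were tested and had positive log2 fold changes, with a median of 0.77. With adjustment over all genes, 17 passed an FDR of 0.05 (19 with the cross as a covariate) and 9 an FDR of 0.01, and 20 passed 0.05 when adjusted over the list alone. All 10 X-linked ones passed 0.05, as did 7 of 12 autosomal ones. *Kdm6a* (chromosome X, 17739701 to 17857062) had a log2 fold change of 0.71 (standard error 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00217). *Apobec2* (chromosome 17, 48558556 to 48572053) had a log2 fold change of 1.43 (standard error 0.26, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00712), and for both genes each XX line lay above each line labelled XY. With the mesenchymal level as a covariate, *Apobec2* had an adjusted p of 0.0502 (limma with Benjamini-Hochberg adjustment, log2 fold change 0.84, range 0.00240 to 0.0502 over its alternatives). *Parp3* had a log2 fold change of 0.76 (standard error 0.43, limma with Benjamini-Hochberg adjustment, adjusted p = 0.308) with 3 of 6 XX lines above every XY line, and its fold change was -0.39 with the mesenchymal level as a covariate.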

ERFs more highly expressed in XX cells (22) included *Mecp2*, *Apobec2*, *Parp3*, and *Kdm6a* (previously reported [26]) (Additional file 4: Table S3).

In XY cells, 59 TFs had significantly higher levels compared to XX cells. These included *Eomes, Prdm6*, *Gata4, Mef2b*, and *Ybx*2. 

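Of the 59 transcription factors listed as higher in XY lines, 58 were tested and all were lower in XX lines, with a median log2 fold change of −0.91. Past an FDR of 0.05 were 19, and past 0.01 only 1, by limma with Benjamini-Hochberg adjustment over all genes, and 44 passed 0.05 when adjusted over the list alone. The cross as a covariate raised the count at 0.05 to 35. *Prdm6* (chromosome 18, 53624200 to 53735561) had a log2 fold change of -1.55 (standard error 0.39, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0341), with 5 of 6 XY lines above every XX line. *Prdm6* was past 0.05 in 12 of 14 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.00937 to 0.119) and in 6 of 12 fits without 1 line (highest 0.0820 without CB XY 1). *Ybx2* (chromosome 11, 69749298 to 69755107) had a log2 fold change of -1.15 (standard error 0.29, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0348), with 5 of 6 XY lines above every XX line. For *Ybx2*, 10 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.00451 to 0.318), as did 3 of 12 fits that each left out 1 line, with 0.0870 without BC XX 1. *Eomes*, *Gata4* and *Mef2b* were not past 0.05 in limma with Benjamini-Hochberg adjustment (log2 fold changes -1.08, -1.50 and -0.99; adjusted p = 0.0919, 0.128 and 0.234), with 5, 4 and 3 of 6 lines labelled XY above every XX line. With the lines labelled CB XY 2 and CB XY 3 left out, *Eomes* and *Gata4* were past it (limma with Benjamini-Hochberg adjustment, log2 fold changes -1.42 and -2.19; adjusted p = 0.0410 and 0.0389), within ranges of 0.00701 to 0.143 and 0.0389 to 0.249 over their alternatives.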

XY cells had higher RNA levels of 20 ERFs, including *Dnmt3a, Dnmt3b*, *Hdac5*, *Mbd3*, *Cxxc1*, and *Uty (Kdm6c)* (Additional file 4: Table S3). 

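All 20 epigenetic regulatory factors listed as higher in XY lines were lower in XX lines, with a median log2 fold change of −0.75. By limma with Benjamini-Hochberg adjustment over all genes, 8 passed an FDR of 0.05 (18 with the cross as a covariate) and 1 an FDR of 0.01, and all 20 passed 0.05 when adjusted over the list alone. *Dnmt3b* (chromosome 2, 153475186 to 153513466) had a log2 fold change of -1.35 (standard error 0.29, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0171), and 5 of 6 lines labelled XY lay above every XX line. Leaving out the lines labelled CB XY 2 and CB XY 3 gave an adjusted p of 0.0673 for it (limma with Benjamini-Hochberg adjustment, log2 fold change -1.37, range 0.00628 to 0.0673 over its alternatives). *Dnmt3a* had a log2 fold change of -0.62 (standard error 0.16, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0442), with 4 of 6 XY lines above every XX line. *Dnmt3a* was past 0.05 in 9 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0199 to 0.174) and in 4 of 12 fits without 1 line (highest 0.102 without BC XX 1). *Hdac5*, *Mbd3* and *Cxxc1* had log2 fold changes of -0.90, -0.78 and -0.62 and did not pass (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0571, 0.117 and 0.142), with 5, 4 and 3 of 6 XY lines above every XX line. The Y-linked *Uty* had a log2 fold change of -2.64 (standard error 1.04, limma with Benjamini-Hochberg adjustment, adjusted p = 0.149), with 4 of 6 XY lines above every XX line. Without the lines labelled CB XY 2 and CB XY 3 its log2 fold change was -4.40 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00278, range 0.00278 to 0.193 over its alternatives).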

We evaluated expression of a subset of genes of interest including TFs, ERFs, and signaling molecules with qPCR assays, to confirm the RNA sequencing data (Fig. 2d). These genes were selected based on their associations with key cellular pathways and processes.

### Regulatory network for pluripotency in XX and XY ES cell lines

The XY ES cell lines exhibited enrichment for pathways associated with epithelial development and morphogenesis and seemed more poised for differentiation. We assessed the transcriptomes of all XX and XY ES cell lines to confirm that they maintained expression of the genes commonly associated with the minimal pluripotency network [57, 58]. 

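The 15 transcription factors of pluripotency that Fig. 3 shows all had values above 0 in every group except *Jarid2*, which is listed at 0 in both XO lines and was left out as a possible failed estimate. Among the other 14, the lowest mean in XX lines was 707 (*Myc*) and the highest 21909.8 (*Pou5f1*), and in the lines labelled XY 988 and 22201 for the same genes. *Nanog*, *Sox2* and *Esrrb* had means of 7783 ± 2575, 9594 ± 3849 and 13418 ± 4570.2 (SD, n = 6) in XX lines and of 7510.4 ± 2008, 9655 ± 2389 and 17427 ± 5681 (SD, n = 6) in the lines labelled XY. The median log2 fold change of the 14 genes was −0.035, and the directions of *Nanog*, *Sox2*, *Klf4*, *Nr0b1*, *Pou5f1* and *Esrrb* flipped under at least 1 other setting, with none of them past a threshold.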

All of the pluripotency-associated transcription factors (TFs) were expressed. However, two of them were differentially expressed between male and female cells, with *Tcf3* expressed at higher levels in the males and *Zfx* higher in the females (Fig. 3a). 

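Of these 14 genes, 1 passed an FDR of 0.05 in XX against XY lines, and 1 when adjusted over the list alone. With the cross as a covariate the counts were 3 and 4. *Zfx* (chromosome X, 91319970 to 91369041) had a log2 fold change of 0.66 (standard error 0.15, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0222) and 4 of 6 XX lines above every XY line. *Zfx* was past 0.05 in 14 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0123 to 0.105) and in 10 of 12 fits without 1 line (highest 0.0525 without BC XX 1). *Tcf3* (chromosome 10, 79872259 to 79896392) had a log2 fold change of -0.92 (standard error 0.35, limma with Benjamini-Hochberg adjustment, adjusted p = 0.134) and 3 of 6 XY lines above every XX line. For *Tcf3*, 2 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.0123 to 0.776), as did 1 of 12 fits that each left out 1 line, with 0.256 without CB XY 1. With the cross as a covariate its adjusted p was 0.0123 by limma with Benjamini-Hochberg adjustment, at the same log2 fold change.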

As an X-linked gene, *Zfx* was expected to be 2-fold higher in female cells. 

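*Zfy2* (chromosome Y, 1362123 to 1426357) had values of 15.0, 21.6 and 48.9 in the BC XY lines and is listed at 0 in the other 11 lines, CB XY 1 included. *Zfy1* (chromosome Y, 61650 to 133852) had values of 1.25, 0.831 and 0.669 in the BC XY lines and of 10.1 in CB XY 1, and is listed at 0 in all others. The first 3 of these *Zfy1* values are 1 read each and the fourth is 5 reads. *Zfx*, their X-linked homologue, had means of 6202 ± 582 (SD, n = 6) in XX lines and 4016 ± 1085 (SD, n = 6) in the lines labelled XY.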

Although the Y chromosome homolog, *Zfy*, could compensate this imbalance, it was not expressed in male cells. We investigated the regions upstream of *Zfx* and *Tcf3* to see if they are regulated by TFs that are also differentially expressed by combining the histone modification profiles typical of enhancers from ENCODE data at the USCS genome browser (http://genome.ucsc.edu/) [59–63] and the conservation by comparative genomics from the dCODE website (http://www.dcode.org/) [64, 65]. 

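*Mef2b* (chromosome 8, 72676677 to 72691387) had values of 72.7 ± 43.3 (SD, n = 6) in XX lines and 167 ± 145 (SD, n = 6) in the lines labelled XY. Its log2 fold change was -0.78 in the BC and -1.20 in the CB cross (limma with Benjamini-Hochberg adjustment, adjusted p = 0.270 and 0.122), with 2 of 3 BC XY lines above every BC XX line and 3 of 3 CB XY lines above every CB XX line. With the cross as a covariate in the comparison of all XX with all XY lines, it was past 0.05 (limma with Benjamini-Hochberg adjustment, log2 fold change -0.99, adjusted p = 0.0440, range 0.0440 to 0.846 over its alternatives), lower in XX lines.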

The most likely enhancer for *Zfx* has binding sites for Mef2 TFs, one of which (*Mef2b*) was expressed at higher levels in female cell lines (Additional file 5: Figure S2A). 

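*Gata4* (chromosome 14, 63817759 to 63890529) had values of 76.5 ± 45.4 (SD, n = 6) in XX lines and 241 ± 157 (SD, n = 6) in the lines labelled XY. Within the crosses its log2 fold change was -1.50 in BC and -1.50 in CB lines, neither past 0.05 by limma with Benjamini-Hochberg adjustment, with 3 of 3 BC XY lines above every BC XX line and 1 of 3 CB XY lines above every CB XX line.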

A candidate enhancer for *Tcf3* has binding sites for Gata4, present at higher levels in the male cells (Additional file 5: Figure S2B).

**Fig. 3:**
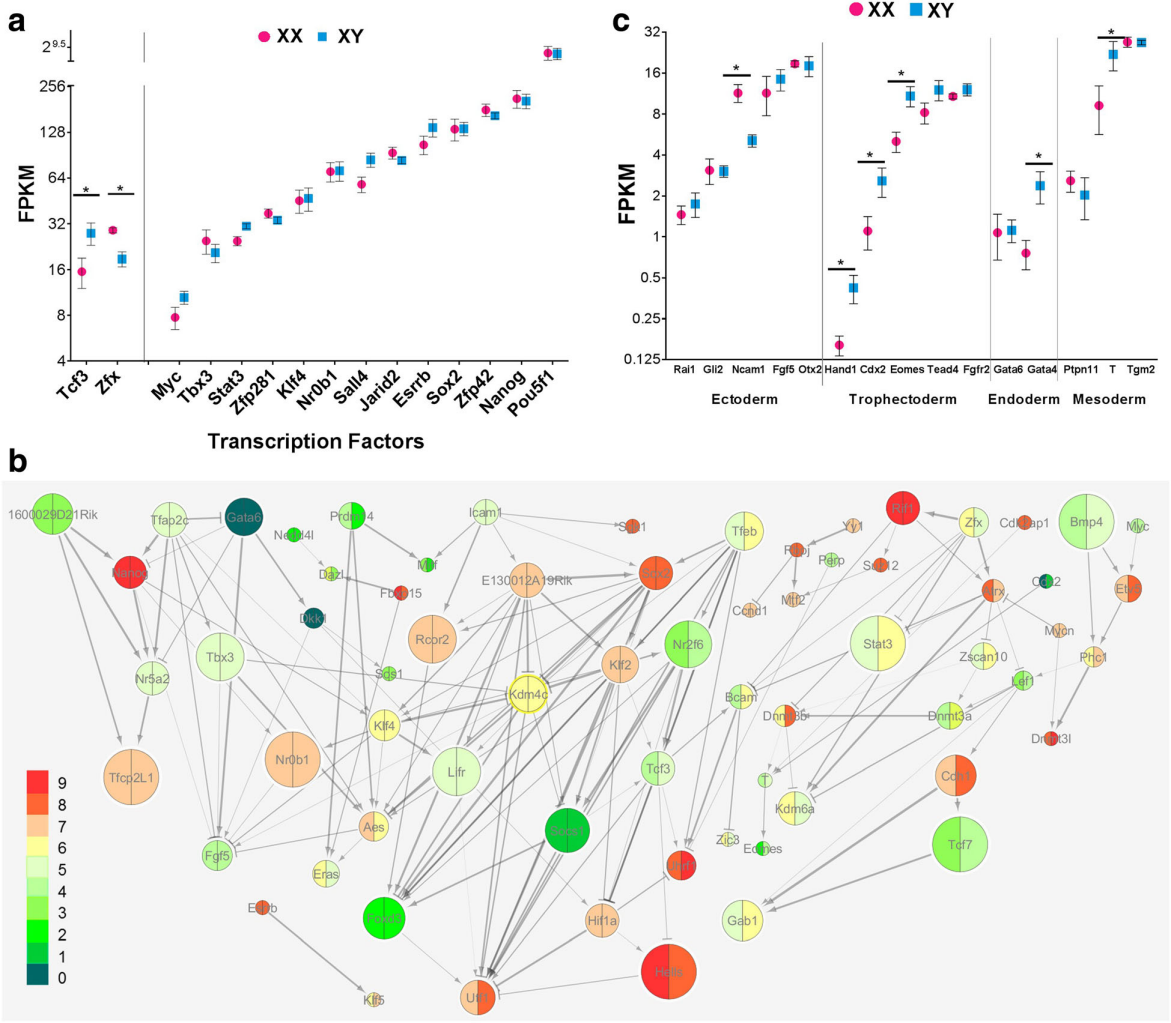
Pluripotency and lineage-specific factors in XX and XY ES cells. **a** Fragments per kilobase per million (FPKM) values from RNA sequencing of six XX and six XY ES cells showing expression of 15 of the minimal network of pluripotency transcription factors. Two transcription factors were differentially expressed between the XX and XY cell lines: *Tcf3* was 1.8-fold greater in XY, and *Zfx* was 1.5-fold higher in XX. *FDR < 0.05*.* **b** In the expanded pluripotency network, there are detectable and distinct differences in expression of key genes between XX and XY cells. Node size reflects the clustering coefficient and line thickness denotes the statistical significance of the interaction with arrows indicating a positive interaction and T bars indicating inhibition. Colors represent relative expression levels in RPKM for XX (left) and XY ES cells (right). **c** Differences in expression of lineage-specific markers. Note that expression levels were lower compared to levels of pluripotency-associated genes. The ectodermal lineage-specific marker *Ncam1* was 2-fold higher in XX lines. The XY cells were enriched for *Hand1*, *Cdx2*, *Eomes*, *Gata4*, and *T* when compared to the XX lines with fold change of 2.6, 2.5, 2.4, 3.7, and 2.5, respectively. *FDR < 0.03

Because we saw differences in the minimal network, we decided to assess additional genes curated from published interactions, namely PluriNetwork [43] and PluriNet82 [44]. Focusing on dynamically expressed genes and the core regulators of *Nanog* and *Sox2*, we generated a network of 90 genes. From this set of genes, we performed pathway analysis using the RNA-seq data generated from all of the XX and XY ES cell lines and found statistically significant interactions involving 69 of the genes, FDR *<* 0.05 (Fig. 3b).

### Differential expression of *Prdm14* in ES cell lines leads to differential enhancer activity

Prdm14 plays a key role in pluripotency [66, 67], as well as in X chromosome reactivation in reprogramming [68]. We observed that *Prdm14* had significantly higher expression levels in XX ES cells (Fig. 2d). 

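*Prdm14* lies on chromosome 1 of mm9 from 13103538 to 13117244. Its values were 799 ± 385 (SD, n = 6) in XX lines and 398 ± 85.1 (SD, n = 6) in the lines labelled XY, a log2 fold change of 0.90 (standard error 0.26, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0629), with 4 of 6 XX lines above every XY line. The adjusted p was past 0.05 in 5 of 15 alternatives by limma with Benjamini-Hochberg adjustment (0.0113 to 0.106), lowest with the cross as a covariate, at an unchanged fold change. Leaving out 1 line at a time, it was past 0.05 in 1 of 12 fits.

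**Figure D3:**
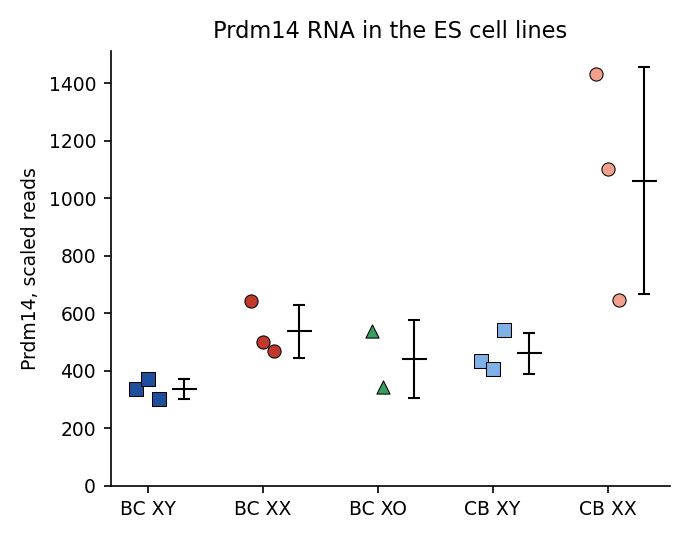
Scaled value of *Prdm14* in each of the 14 lines (points), with the mean and SD of each group (bars). The BC XX lines are at 642, 499 and 469.5, the CB XX lines at 1434, 1102 and 648, and the 6 lines labelled XY between 301 and 541.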

Prdm14 generally recognizes DNA motifs distant from transcriptional start sites, overlapping with candidate regulatory sequences [69], including enhancer clusters that drive high-level expression of genes that are key regulators of cell identity [49, 70]. To see if higher *Prdm14* levels correlated with expression of its targets, we checked the overlap with pre-existing data on Prdm14-regulated genes [67, 71]. Indeed, genes repressed by Prdm14 such as *Dnmt3b, Cdkn1c*, *FoxA2*, and *Gata4* exhibited lower expression in XX cells, whereas activated genes, such as *Prdm14* itself, *Meis2*, *Dazl*, *Mitf*, and *Zeb1* were more highly expressed. 

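*Zeb1* (chromosome 18, 5591858 to 5775465) had a log2 fold change of 1.24 (standard error 0.20, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00361), with 6 of 6 XX lines above every XY line, past 0.05 in all 15 alternatives. *Dazl* had a log2 fold change of 1.57 (standard error 0.42, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0467) and 2 of 6 XX lines above every XY line. *Dazl* was past 0.05 in 11 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0319 to 0.110) and in 2 of 12 fits without 1 line (highest 0.0992 without BC XX 1). *Cdkn1c* had a log2 fold change of -1.27 (standard error 0.26, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0158), with 5 of 6 XY lines above every XX line. For *Cdkn1c*, 13 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.00569 to 0.125), as did 12 of 12 fits that each left out 1 line, with 0.0383 without CB XY 2. *Foxa2* and *Mitf* were not past 0.05 in limma with Benjamini-Hochberg adjustment (log2 fold changes -0.86 and 0.65, adjusted p = 0.395 and 0.314), with 1 of 6 XY lines above every XX line and 2 of 6 XX lines above every XY line. *Meis2* had values of 280.0 ± 94.5 (SD, n = 6) in XX lines and 119 ± 35.2 (SD, n = 6) in the lines labelled XY, and *Dnmt3b* of 5388 ± 2509.8 and 13280.2 ± 3899 (SD, n = 6 each).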

A substantial number of genes from the knockdown experiments, however, did not correlate with the higher *Prdm14* levels, possibly because of the differences in culture media. Binding data from tagged *Prdm14* ChIP-seq experiments, however, confirmed that Prdm14 is present in the vicinity of *Dnmt3a, Dnmt3b, Gata4*, and *Meis2* [67].

To assess if *Prdm14* dosage differences in XX and XY ES cells correlated with differential enhancer activity, we performed luciferase assays in three biological replicates of XX and XY ES cells with vectors containing known enhancers responsive to Prdm14 and Trim24 [49] (Fig. 4a). Luciferase activity of the plasmid containing the Prdm14-responsive enhancer was higher in the XX ES cells (Fig. 4b), highlighting that there are sex-specific differences in autosomal gene regulation very early in development. This is the first report of such biased enhancer response. Using the consensus binding motif derived from ChIP studies [67] and an algorithm for binding potential (Geneious version 10.0.2, http://www.geneious.com) [50], we identified and tested three potential Prdm14 motifs in the enhancer. Deletion and scrambling of one of these motifs (Fig. 4c) greatly reduced luciferase activity and abolished the sex-specific differences. *Trim24* was expressed similarly between the XX and XY ES cell lines and served as a negative control. 

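*Trim24* (chromosome 6, 37820811 to 37916296) had values of 4908 ± 196 (SD, n = 6) in XX lines and 4794 ± 448 (SD, n = 6) in the lines labelled XY, a log2 fold change of 0.038 (standard error 0.090, limma with Benjamini-Hochberg adjustment, adjusted p = 0.830). The 95% interval of the log2 fold change ran from -0.15 to 0.23, with 0 of 6 XX lines above every XY line.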

Enhancer activity in XO ES cells mimicked the XY cells. These results suggest that, in addition to chromosomal environment, TF dosage contributes to the expression outcome.

**Fig. 4:**
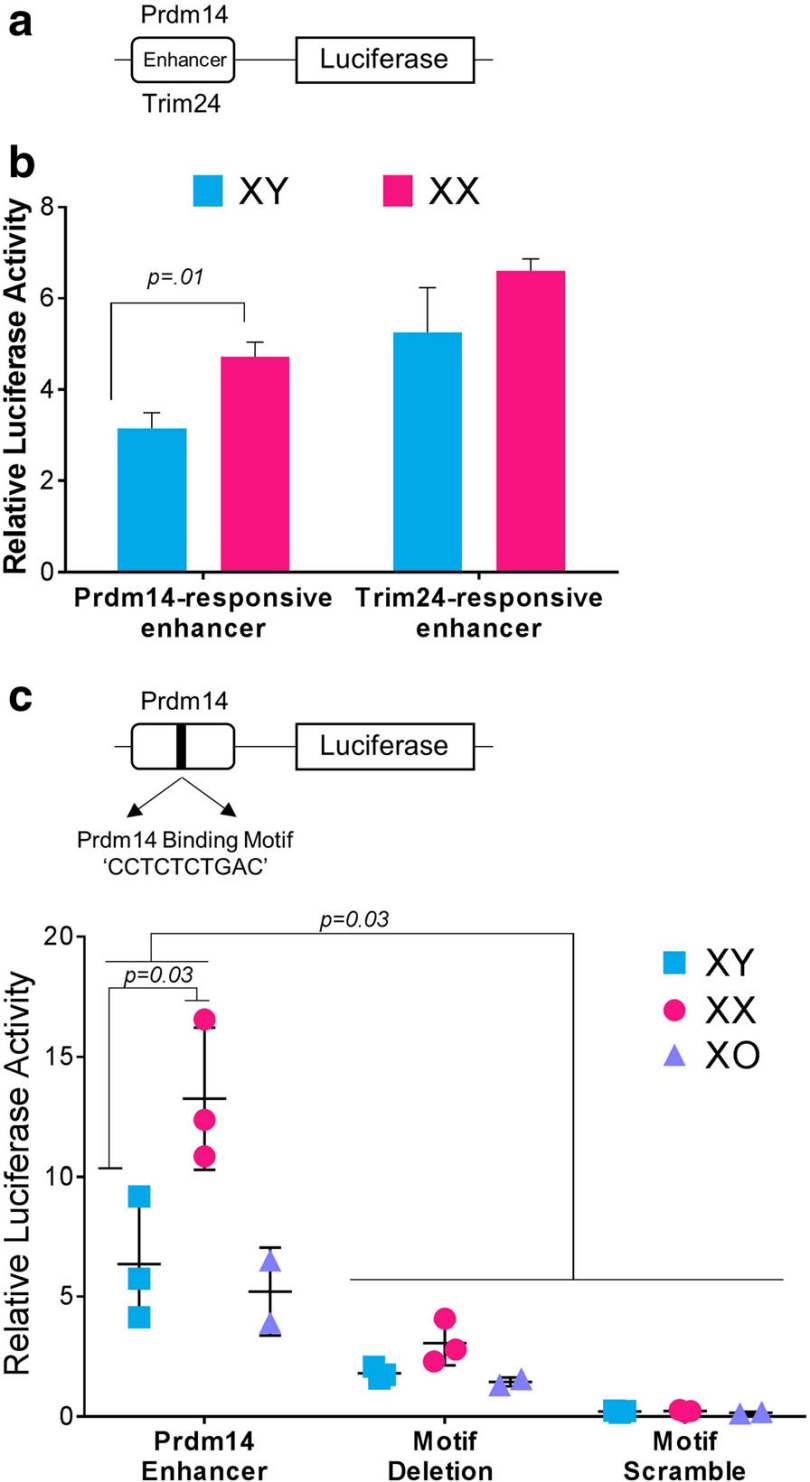
Prdm14-associated enhancer response correlates with *Prdm14* dosage. **a** Schematic of vectors used in luciferase assays. **b** XX and XY ES cells were each transfected with vectors containing either a Prdm14- or Trim24-responsive enhancer. Luciferase activity was higher in XX ES cells for the Prdm14-responsive enhancer. *Trim-24* mRNA levels were equal in XX and XY ES cells and the Trim24-responsive enhancer showed no difference in enhancer activity. Error bars represent SEM. Samples were normalized to an empty vector control. **c** Top, schematic of the luciferase plasmid and the binding motif for Prdm14. Both the deletion and scrambling of the motif reduced the sex-specific differences and decreased overall luciferase activity in all biological replicates

### Differentiation markers in XX and XY cells

The variation in expression of pluripotency-associated genes prompted us to look at markers of differentiation. 

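Of the 15 lineage genes, 1 passed an FDR of 0.05 in XX against XY lines and 3 when adjusted over the list alone (*Ncam1*, *Hand1* and *Eomes*). With the cross as a covariate, 2 passed (*Ncam1* and *Eomes*), and 5 over the list alone, with *Cdx2* and *Gata4* added. *Ncam1* (chromosome 9, 49310257 to 49607027) had values of 2169 ± 782 (SD, n = 6) in XX lines and 969 ± 249 (SD, n = 6) in the lines labelled XY, a log2 fold change of 1.13 (standard error 0.23, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0134), with 5 of 6 XX lines above every XY line. *Ncam1* was past 0.05 in 13 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.00556 to 0.104) and in 12 of 12 fits without 1 line (highest 0.0363 without CB XY 1). Among markers lower in XX lines, *Hand1*, *Cdx2* and *T* were not past 0.05 over all genes in limma with Benjamini-Hochberg adjustment (log2 fold changes -0.93, -1.23 and -1.84; adjusted p = 0.0968, 0.117 and 0.214), with 5, 2 and 3 of 6 lines labelled XY above every XX line. *Eomes* had values of 561 ± 236 (SD, n = 6) in XX and 1212 ± 494 (SD, n = 6) in XY lines. In the 2 XO lines, *Hand1* had values of 57.4 and 17.8, *Eomes* of 2318 and 987, *Cdx2* of 284 and 138, *Gata4* of 491 and 230.5 and *T* of 1989.9 and 1519. Against the 3 BC XX lines, *Ncam1* was the only gene of the list past 0.05 (limma with Benjamini-Hochberg adjustment, log2 fold change 1.39, adjusted p = 0.0272, 3 of 3 BC XX lines above every BC XO line). With the lines labelled CB XY 2 and CB XY 3 left out, *Hand1* was past 0.05 in XX against XY lines (limma with Benjamini-Hochberg adjustment, log2 fold change -1.26, adjusted p = 0.0491, range 0.0491 to 0.343 over its alternatives).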

We evaluated the data using the 15 lineage-associated markers derived from the ESCAPE database [72] and found that XX lines were enriched for the ectodermal lineage marker *Ncam1* (2-fold), while the XY and XO lines were enriched for trophectoderm markers *Hand1*, *Eomes* and *Cdx2*, endodermal marker *Gata4*, and the mesodermal marker *T* (*Brachyury*)(FDR *<* 0.04) (Fig. 3c).

We considered whether genes were differentially expressed in male and female cells because the XX cells are slightly delayed, as reported in a previous study [27]. If the observed differences were due to an offset in developmental stage, we would expect genes more highly expressed in male cells to be more typical of differentiated ES cells*.* Inspection of published data on ES cell differentiation into cardiomyocytes [73] showed that this was not the case. For example, *Pou3f1*, *Cdx1*, *Mycn, Mef2b*, and *Dnmt3b,* among others, are higher in male cells, but downregulated upon differentiation. Thus, higher expression levels of these genes are specific to undifferentiated XY ES cells. 

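*Cdx1* (chromosome 18, 61178516 to 61195853) had a log2 fold change of -1.66 (standard error 0.32, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0110), and each line labelled XY lay above each XX line. *Cdx1* was past 0.05 in 13 of 14 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.00738 to 0.0798) and in 12 of 12 fits without 1 line (highest 0.0315 without CB XY 1). *Mycn* had a log2 fold change of -0.74 (standard error 0.16, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0197), with 5 of 6 XY lines above every XX line. For *Mycn*, 12 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.0113 to 0.198), as did 11 of 12 fits that each left out 1 line, with 0.0511 without BC XX 1. *Pou3f1* had a log2 fold change of -0.74 (standard error 0.36, limma with Benjamini-Hochberg adjustment, adjusted p = 0.235) and 3 of 6 XY lines above every XX line, and none of its 15 alternatives passed 0.05. For *Dnmt3b* the log2 fold change was -0.84 in BC and -1.86 in CB lines (limma with Benjamini-Hochberg adjustment, adjusted p = 0.180 and 0.0138), with 2 of 3 BC XY lines above every BC XX line and 3 of 3 CB XY lines above every CB XX line.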

If the expression pattern in female cells is due to developmental delay, genes expressed more highly relative to XY cells would be downregulated upon differentiation. 

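Within the crosses, *Meis2* had log2 fold changes of 1.39 in the BC and 1.03 in the CB cross (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0220 and 0.0927), with 3 of 3 BC XX lines above every BC XY line and 3 of 3 CB XX lines above every CB XY line. *Zeb1* had log2 fold changes of 1.44 in the BC and 1.03 in the CB cross (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00650 and 0.0388), with 3 of 3 BC XX lines above every BC XY line and 3 of 3 CB XX lines above every CB XY line. For *Apobec2* they were 1.99 and 0.86 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00118 and 0.0833), with 3 of 3 XX lines above every XY line in both crosses.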

On the contrary, genes expressed more highly in females, such as *Meis2*, *Zeb1*, *Apobec2*, and *Mecp2*, were upregulated during differentiation.

Furthermore, we compared our data to the list of genes with delayed XX expression obtained by microarray analysis in one male and one female ES cell line upon differentiation into embryoid bodies [27]. Only 104 (8%) out of 1284 genes from that list overlapped with our list of RNAs enriched in XX cells. These data confirm that the vast majority of expression biases we observed are not due to stage-specific patterns but are *bona fide* sexual dimorphisms. Our results also suggest that analysis of six cell lines for each sex by RNA sequencing is more powerful and sensitive, allowing identification of a greater number of differentially expressed genes.

### X chromosome-linked expression

X chromosome inactivation (XCI) in females is a crucial event during mammalian development [58, 74]. In ES cell lines maintained in serum/LIF conditions, a minimum of 94% of the cells consistently show two active X chromosomes [27, 75]. Thus, many X-linked genes are expected to be expressed 2-fold higher in female than in male cells. Not surprisingly, 25% of female-enriched genes were on the X chromosome. 

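Of the 152 genes higher in XX than in XY lines at an FDR of 0.01, 102 were X-linked, or 67.1% (95% Wilson interval 59.3% to 74.1%). At an FDR of 0.05 the share was 45.9% (226 of 492, Wilson interval 41.6% to 50.4%), and with the cross as a covariate at 0.01 it was 59.2%. By cross, X-linked genes made up 20.9% of the 177 genes higher in BC XX lines and 81.8% of the 88 higher in CB XX lines. The median log2 difference of X-linked genes from the mean of the XY lines lay between 0.54 and 0.75 in each of the 6 XX lines. It was 0.027 and 0.021 in the XO lines and between -0.20 and 0.13 in the lines labelled XY.

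**Figure D4:**
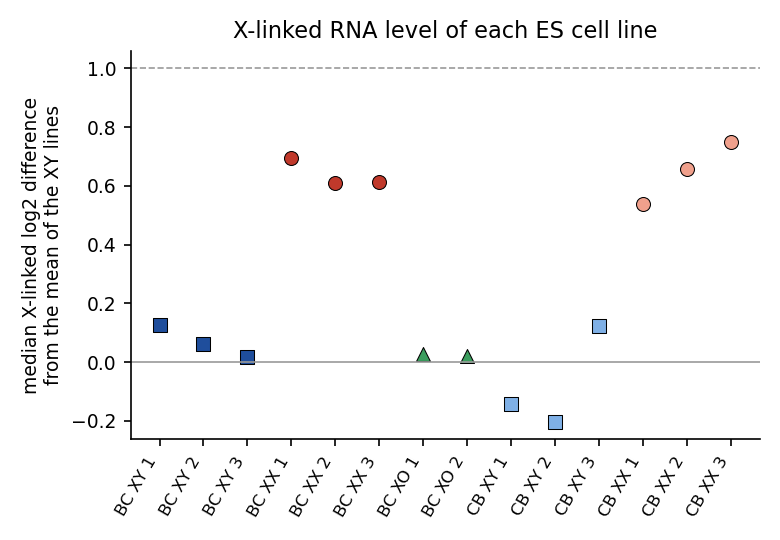
Median log2 difference of X-linked genes from the mean of the lines labelled XY, for each of the 14 lines. The 6 XX lines lie between 0.54 and 0.75, and the 6 lines labelled XY and the 2 XO lines between -0.20 and 0.13.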

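Of the 102 X-linked genes higher in XX lines at an FDR of 0.01, 49 had a point estimate above 2-fold, or 48.0% (95% Wilson interval 38.6% to 57.6%). A one-sided test of limma against 2-fold, with Benjamini-Hochberg adjustment, passed 11 genes, or 10.8%. The 11 include members of the *Xlr* family, whose single values are uncertain. Among the 226 called at an FDR of 0.05, 74 were above 2-fold, or 32.7% (27.0% to 39.1%). In the BC lines alone 64.9% of 37 called genes and in the CB lines alone 70.8% of 72 were above 2-fold.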

Unexpectedly, however, close to 35% of all the X-linked genes with higher expression in XX cells showed more than a 2-fold difference. One of these, *Srpx,* which was 5.6-fold higher in the XX cells, is a tumor suppressor gene that is downregulated in a number of human malignancies, including prostate, colorectal, and neuroendocrine cancers [76, 77]. 

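*Srpx* (chromosome X, 9615103 to 9694835) had values of 32.7, 53.7 and 81.5 in the BC XX lines, 6.24, 11.6 and 7.36 in the BC XY lines and 6.38 and 13.5 in the XO lines. In the CB cross the XX lines had 7.11, 9.75 and 19.5, and the lines labelled XY 2.02, 0 and 9.09, where 0 is as listed. Too few lines reached the minimum value for a test of all XX against all XY lines. In the BC cross, *Srpx* had a log2 fold change of 2.12 (standard error 0.42, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0119), with 3 of 3 BC XX lines above every BC XY line.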

Other X-linked genes with RNA levels more than 2-fold higher in female cells were *Rhox1*, *Gm9*, and a large cohort of genes from the *Xlr* family associated with immune-related processes. These findings suggest that there is an additional layer of regulation directing the expression of these genes. 

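*Gm9* (chromosome X, 34748497 to 34751036) had a log2 fold change of 1.70 (standard error 0.33, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0105), with 6 of 6 XX lines above every XY line. *Xlr3a* (chromosome X, 70331632 to 70342434) had a log2 fold change of 5.22 (standard error 0.80, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00252), with 5 of 6 XX lines above every XY line. Its values in the lines labelled CB XY were 2.02, 4.91 and 236, so that CB XY 3 lay above 1 of the 6 XX lines, CB XX 3. *Xlr3c* and *Xlr* had log2 fold changes of 4.09 and 1.87 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00364 and 0.00461), with 5 and 6 of 6 XX lines above every line labelled XY. Members of the *Xlr* family are near-identical copies whose reads the counting could have split between them, so that the value of a single member is uncertain. *Rhox1* had values of 63.7, 59.0 and 30.5 in the BC XX lines and 159, 155 and 52.4 in the CB XX lines, against 3.75, 13.3 and 10.7 in the BC XY lines and 2.02, 4.91 and 28.6 in the lines labelled CB XY.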

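In the mm9 annotation *Xlr3c* lies on the X chromosome from 70499879 to 70510729 and *Xlr3a* from 70331632 to 70342434. *Rhox1* lies from 34753799 to 34762253, and *Gm9* from 34748497 to 34751036. The log2 fold change of *Rhox1* over all XX and XY lines was 2.55 (standard error 0.44, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00508, 6 of 6 XX lines above every XY line). Like the *Xlr* genes, *Rhox1* belongs to a family of related copies on the X chromosome, and its value is uncertain for that reason.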

Interestingly, *Xlr3c* and *Xlr3a* are clustered, as are *Rhox1* and *Gm9*, which may indicate common regulatory mechanisms (Additional file 6: Table S4).

Also surprising was the finding that close to 50% of all X-linked genes expressed in ES cells had equivalent levels in both male and female cell lines, before X chromosome inactivation had occurred.

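Of 565 X-linked genes tested, 338 were not called between XX and XY lines at an FDR of 0.05, or 59.8% (95% Wilson interval 55.7% to 63.8%). For 186 of the 338, or 55.0%, the 95% interval of the log2 fold change lay wholly below 1, and for 152 it included 1. The median log2 fold change of the 338 genes was 0.42. Over all 565 X-linked genes it was 0.65, with quartiles of 0.36 and 0.87, against −0.041 over 14724 autosomal genes. The share not called was 81.9% at an FDR of 0.01 and 48.1% with the cross as a covariate.

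**Figure D5:**
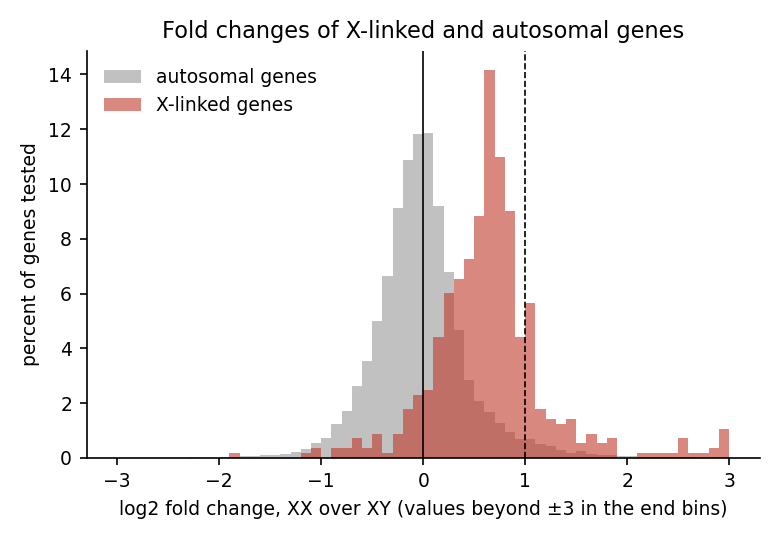
Distribution of the log2 fold changes of XX over XY lines for 565 X-linked and 14724 autosomal genes, as a share of each set. The X-linked genes centre on a median of 0.65 and the autosomal genes on −0.041.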

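Of the 565 X-linked genes tested, 1 was lower in XX than in XY lines at an FDR of 0.05 and 0 at 0.01. This gene, *Syp*, was named after its values were seen and had a log2 fold change of −0.83 (standard error 0.21, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0377). At an FDR of 0.05, 2 X-linked genes were lower with the cross as a covariate and 5 with the mesenchymal level as one. In the CB lines alone 3 were, and in the BC lines alone 0. *Apln* and *Fndc3c1*, both X-linked, had log2 fold changes of -0.81 (standard error 0.51, limma with Benjamini-Hochberg adjustment, adjusted p = 0.362) and -1.05 (adjusted p = 0.141), with 4 and 2 of 6 lines labelled XY above every XX line. *Apln* passed 0.05 in 2 of 15 alternatives and *Fndc3c1* in 4 of 15 (limma with Benjamini-Hochberg adjustment, 0.0454 to 0.425 and 0.00943 to 0.180), among them the cross as a covariate for *Fndc3c1*.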

Two X-linked genes were expressed at higher levels in the male cells, with FDR < 0.01 (Fig. 1c). One of these, *Apln*, has highly conserved regions upstream of the promoter with chromatin features consistent with enhancer activity. Analysis of these sequences yielded motifs for TFs Hand1 and Lef1, both of which were expressed more highly in male ES cells (Additional file 5: Figure S2B).

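*Lef1* (chromosome 3, 130813389 to 130927274) had values of 506 ± 221 (SD, n = 6) in XX lines and 1015 ± 168 (SD, n = 6) in the lines labelled XY, a log2 fold change of -1.10 (standard error 0.25, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0241), with 5 of 6 XY lines above every XX line. *Lef1* was past 0.05 in 12 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.00978 to 0.0987) and in 8 of 12 fits without 1 line (highest 0.0588 without CB XY 2). *Hand1* (chromosome 11, 57642207 to 57646320) had log2 fold changes of -1.35 in BC and -0.50 in CB lines (limma with Benjamini-Hochberg adjustment, adjusted p = 0.102 and 0.601), with 3 of 3 BC XY lines above every BC XX line and 2 of 3 CB XY lines above every CB XX line.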

In mice, 3% of genes escape X chromosome inactivation (XCI) and remain active, depending on the tissue [78, 79]. We asked if those genes are more highly expressed than other X-linked genes in XX lines than in XY lines before ES cell differentiation, perhaps counteracting the chromosome-wide silencing mechanism. We did not find that to be the case, suggesting that, if those genes are pre-marked for later escape, other mechanisms are involved (Fig. 5a; Additional file 7: Table S5). 

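Of the 9 escapees of Table S5, 7 were called higher in BC XX than in BC XY lines at an FDR of 0.05, with a median log2 fold change of 0.98 over all 9 and a range of 0.70 to 2.40. The other 129 X-linked genes called higher in BC XX lines had a median of 1.07, with quartiles of 0.81 and 1.66. The difference in medians was −0.090 (two-sided permutation test with 1e+05 resamples, p = 0.665). Against all 597 other expressed X-linked genes, called or not, with a median of 0.54, it was 0.44 (same permutation test, p = 0.0218). This is not independent evidence, because all 9 escapees have an FDR below 0.05 in Table S5 on these same lines.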

Whether these genes maintain comparable levels to their XY counterparts after XCI is still under debate [80–82]. Escapees are also not overexpressed in XX versus XO ES cells (Fig. 5b).

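In BC XX against BC XO lines, 6 of the 9 escapees were called higher in XX lines, and the 9 had a median log2 fold change of 1.06, from 0.77 to 1.85. The 113 other X-linked genes called higher had a median of 1.05, a difference of 0.011 (two-sided permutation test, p = 0.921). The difference in means was −0.19 (permutation test, p = 0.585), and against all 597 other expressed X-linked genes the difference in medians was 0.45 (permutation test, p = 0.0352). The limit given for the comparison with all other genes against XY lines holds for this one too.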

**Fig. 5:**
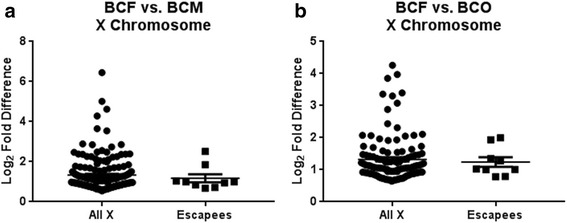
Expression of known X chromosome escapees compared to the expression of other X-linked genes that showed enrichment in XX ES lines using a Mann-Whitney test. **a** Comparison of expression levels of genes escaping XCI between BCF and BCM lines shows no statistical difference (*p* = 0.6420). **b** Expression levels of X-linked genes was compared between BCF and BCO, showing no statistical difference (*p* = 0.9747)

### Identification of promoter signatures for differentially expressed genes

The promoter architecture of XX and XY differentially expressed genes were analyzed for enrichment of TF motifs from the transcriptional start site (TSS) − 1500 to + 500 and − 5000 to + 500 bp (Additional file 3: Table S2). For genes exhibiting higher expression in XX ES cells, motifs for Arid5a, Nkx2–5, HoxA2, Smad3, Tead2, HoxA5, Mecom, and Zfx, among others, were enriched (*p* ≤ 10^− 8^). 

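*Hoxa5* (chromosome 6, 52151753 to 52154586) had a log2 fold change of 1.43 (standard error 0.49, limma with Benjamini-Hochberg adjustment, adjusted p = 0.107) over all XX and XY lines, with 5 of 6 XX lines above every XY line, and 2.51 (adjusted p = 0.0174) in the BC cross. *Hoxa2* (chromosome 6, 52112350 to 52115412) reached the minimum value in too few lines for that test and had a log2 fold change of 1.73 (standard error 0.41, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0259) in the BC cross, with 3 of 3 BC XX lines above every BC XY line. In the CB cross their log2 fold changes were 0.35 and -0.015 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.779 and 0.990, with 2 and 0 of 3 lines above the others). *Mecom* (chromosome 3, 29850221 to 30446930) had a log2 fold change of 1.07 (standard error 0.47, limma with Benjamini-Hochberg adjustment, adjusted p = 0.193), with 3 of 6 XX lines above every XY line, and with the mesenchymal level as a covariate its log2 fold change was -0.19. *Zfx* had log2 fold changes of 0.41 in BC and 0.91 in CB lines (limma with Benjamini-Hochberg adjustment, adjusted p = 0.182 and 0.0152), with 2 of 3 BC XX lines above every BC XY line and 3 of 3 CB XX lines above every CB XY line.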

In fact, RNA levels for *HoxA2, HoxA5, Mecom*, and *Zfx* were higher in XX cells. For genes with higher expression in male cells, motifs for Runx1, Foxq1, Hic1, Prrx2, and Tcf3, among others, were more prominent (*p* ≤ 10^− 8^). However, only *Tcf3* was higher in XY cells. 

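*Runx1*, *Foxq1*, *Hic1* and *Prrx2* had log2 fold changes of 0.54, -0.28, 0.53 and 0.40 in XX over XY lines, and none passed 0.05 in limma with Benjamini-Hochberg adjustment (adjusted p = 0.558, 0.782, 0.503 and 0.432; 2, 0, 1 and 1 of 6 lines of the higher sex above every line of the other). The sign of *Foxq1* flipped after a correction for GC content (0.065), and that of *Runx1* with the mesenchymal level as a covariate (-0.66). With the cross as a further covariate *Hic1* (-0.31) and *Prrx2* (-0.087) flipped too. By the mesenchymal covariate alone *Foxq1* was past 0.05 at a log2 fold change of -1.56 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0360), as it was with the cross added (-1.39, 0.0453), in a range of 0.0360 to 0.966 over its alternatives. *Tcf3* had values of 1529.6 ± 837 (SD, n = 6) in XX lines and 2731 ± 1123 (SD, n = 6) in the lines labelled XY.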

Many TFs have overlapping and redundant binding potential, so combinatorial effects as well as accessibility could be contributing to the sex-biased expression patterns.

### Detection and differential expression of long non-coding RNAs

The RNA-seq data was assessed for differences in expression of lncRNAs. Comparison between all samples assayed showed the highest degree of variation between BCF and CBM, which coincides with the variation seen in coding genes (Fig. 6a). Comparison of lncRNA expression showed segregation first by direction of cross followed closely by sex chromosome complement (FDR < 0.01) (Fig. 6b, c). As with coding genes, the XO cell lines (BCO) were more similar to XY lines (BCM) of the same cross type, with only 10 lncRNAs showing differential expression (Fig. 6d). Of note, we detected more differences between BCM and BCF (412 lncRNAs) than between CBM and CBF (173 lncRNAs) (Fig. 5a).

**Fig. 6:**
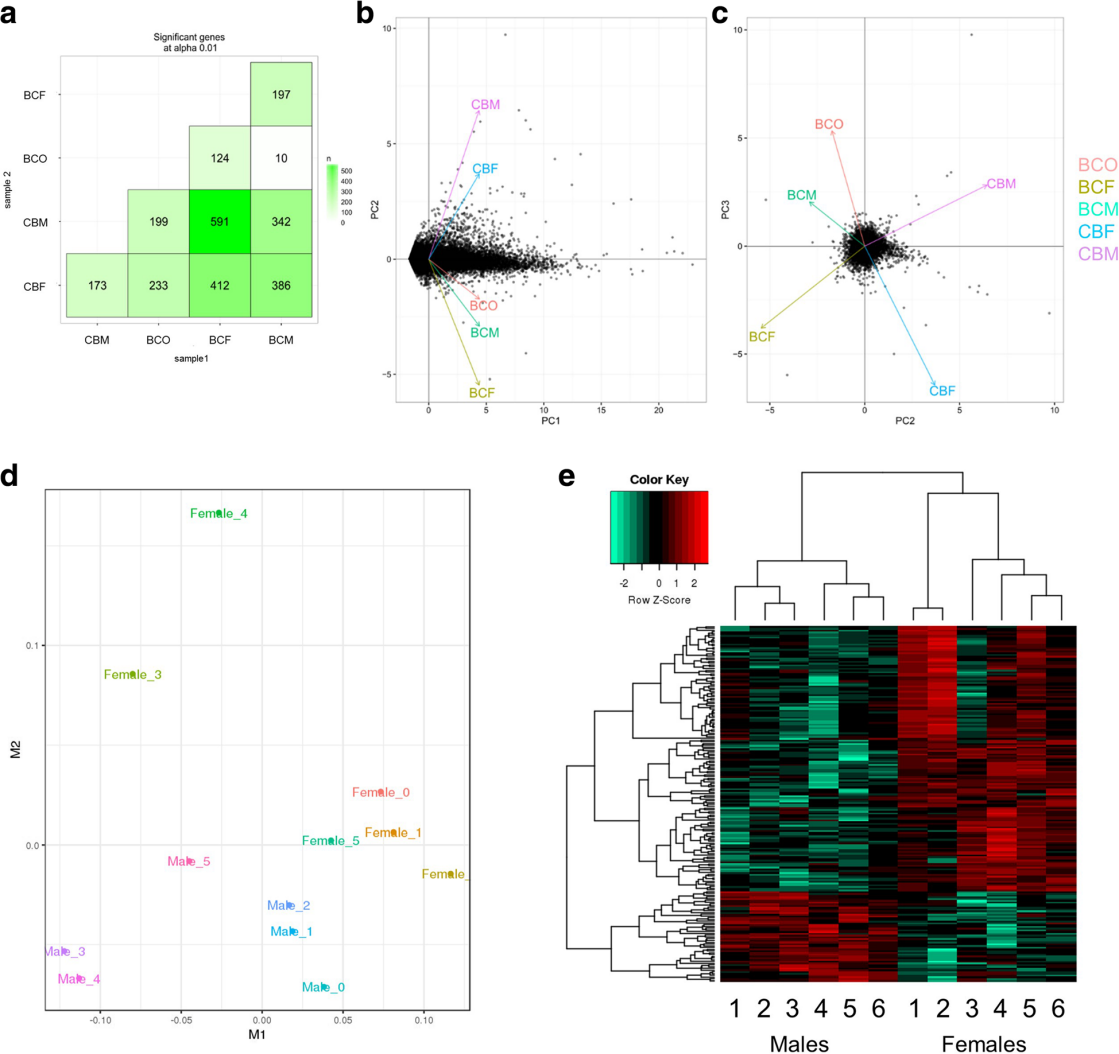
Identification and biological replication of sexually dimorphic lncRNAs identified in ES cells. Transcripts were defined as dimorphic from RNA-seq data using a genome-wide FDR (alpha) < 0.01. **a** Sexually dimorphic expression between all conditions tested. The highest degree of variation was seen between BCF and CBM which 591 differentially expressed lncRNAs. **b** Principal component analysis of lncRNAs shows segregation of cells based on strain of origin. **c** Plotting principal component 2 against component 3 shows segregation based on sex chromosome complement with BCO aligning more closely to BCM than to BCF, corresponding to the analysis performed using coding genes. **d** Multidimensional scaling plot showing clustering of the XY and XX lines. M1 corresponds to strain of origin, with M2 showing separation based on sex chromosome composition. **e** Heatmap showing dimorphic lncRNA expression and clustering of samples based on sex chromosome composition (FDR < 0.01)

To assess sex-specific expression of lncRNAs, we compared all six XY to all six XX ES cell lines. Over 200 lncRNAs were differentially expressed (FDR < 0.05). As with the coding genes, we saw separation based on sex chromosome composition (Fig. 6e).

### Imprinted loci: expression and regulation

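*Phlda2* (chromosome 7, 150687450 to 150688446) had a log2 fold change of -1.99 (standard error 0.22, limma with Benjamini-Hochberg adjustment, adjusted p = 0.000705) over all XX and XY lines, with 6 of 6 XY lines above every XX line, and -2.04 in the BC and -1.94 in the CB cross. *Slc22a18* (chromosome 7, 150659626 to 150685239) had a log2 fold change of -1.61 (standard error 0.35, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0177), with 5 of 6 XY lines above every XX line. *Slc22a18* was past 0.05 in 11 of 14 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0124 to 0.181) and in 12 of 12 fits without 1 line (highest 0.0446 without CB XY 2). *Cdkn1c* (chromosome 7, 150644255 to 150646955) had log2 fold changes of -1.99 in the CB and -0.55 in the BC cross (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00266 and 0.204), with 3 of 3 CB XY lines above every CB XX line and 2 of 3 BC XY lines above every BC XX line. Its difference between the crosses was 1.44 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.202).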

Unexpectedly, some imprinted genes exhibited higher expression in the male cell lines (Fig. 7) including the maternally expressed *Cdkn1c*, *Phlda2*, and *Slc22a18*. To see whether this was due to loss of imprinting, we performed allelic expression assays and observed monoallelic expression from the appropriate parent of origin allele for the BC cells, i.e., C57BL/6 allele, and maternally biased expression for the CB cells (Additional file 8: Figure S3). Loss of methylation is unlikely to occur in male cells, since they are more highly methylated than XX ES cells [83]. In the case of *Cdkn1c* and *Phlda2*, the higher expression could be due to the male cells being slightly ahead of the female cells in the lineage determination path, since both of these genes are greatly induced upon differentiation, but this is not the case for *Slc22a18*. Because these genes are clustered, a more likely explanation is that they are subject to an additional regulatory mechanism active on the maternal allele, directly or indirectly dependent on sex chromosome composition. *Grb10* RNA levels, on the other hand, were only higher in the male cells of the CB cross. 

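*Grb10* (chromosome 11, 11830511 to 11938686) had values of 5366, 941 and 4436 in the lines labelled CB XY and of 1053, 2084 and 1719 in the CB XX lines. Its log2 fold change in the CB cross was -0.86 (standard error 0.69, limma with Benjamini-Hochberg adjustment, adjusted p = 0.548, 2 of 3 CB XY lines above every CB XX line). In the BC cross it was -0.0025 (standard error 0.69, limma with Benjamini-Hochberg adjustment, adjusted p = 0.999, 0 of 3 BC XY lines above every BC XX line), with a sign that flips under 3 other scalings. The difference between the crosses was 0.85 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.854).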

Strain differences present an opportunity to discover the as yet unknown enhancers directing expression of these genes during development.

**Fig. 7:**
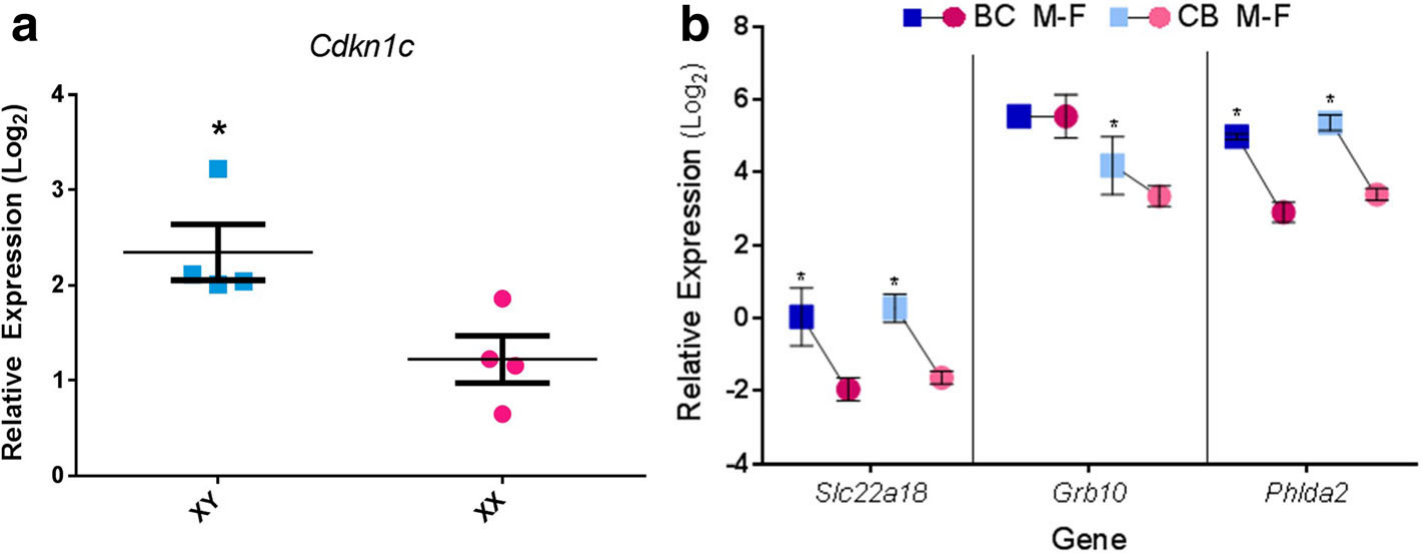
Imprinted gene expression. **a** Differential expression of imprinted gene *Cdkn1c* validated in four XX and XY lines. Error bars represent SEM. **b** Relative expression levels three additional imprinted genes. Comparisons are within each cross. Expression levels of these imprinted loci were generally greater in males than in females. Asterisk denotes significance (FDR < 0.01)

### Comparisons with currently published datasets

We compared our results with a recent publication that analyzed expression differences between male and female ES cells across different developmental stages using single-cell RNA sequencing (scRNA-seq) [75]. We used homologous datasets, i.e., cells cultured in serum/LIF and the comparable cross, i.e., C57BL/6 × CAST/EiJ, because only this unidirectional cross was analyzed in that study. Due to the inherent noise and abundance of zero entries within the data matrix, a common occurrence within scRNA-seq analyses [84, 85], we compared the concordance of direction of gene expression between the two sexes in both datasets with a sign test. Comparison of the differentially expressed genes within our dataset at FDR < 0.05 using an exact binomial test showed a high degree of correlation at a *p* value of 2.2e^− 16^ and a 95% confidence interval (CI) of 0.58 to 0.60. To more closely examine the correlation, we compared expression of the 14 genes assessed by qPCR (Fig. 2d) with the single-cell data (Additional file 9: Figure S4) and found a high degree of correlation *r* = 0.78 (*p* = 0.001). We also performed a sign test on this subset of genes revealing a strong concordance of expression with a *p* value of 0.002 and 95% CI of 0.66 to 0.99. Of note, the sign test for *Prdm14* agreed with our data, confirming that *Prdm14* expression shows a sex-specific bias.

Single-cell RNA-seq [75] was also performed on sexed post-implantation embryos (5.5 dpc). We analyzed the published dataset to determine which genes had a sex-dependent bias (*p* < 0.01). We then compared with our ES cell data from the comparable cross to see if there were genes that maintained their sex biases. 

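Table S6 lists 73 genes higher in XX and 10 higher in XY lines of the BC cross that also differ in E5.5 epiblast. All 73 had positive log2 fold changes in BC XX against BC XY lines, with a median of 1.34, and 46 passed an FDR of 0.05 by limma with Benjamini-Hochberg adjustment. Adjusted over the list alone, 69 passed, which is not independent evidence because the list was chosen on these lines. All 10 of the XY list had negative fold changes, with a median of −0.86, and 3 passed an FDR of 0.05, or 6 when adjusted over the list alone. With only the 6 BC lines in the fit, 41 of the 73 and 1 of the 10 passed.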

The overlap in female-biased genes between the two datasets was significant by hypergeometric testing (73 genes, *p* = 0.007), but only 10 male-biased genes overlapped (Additional file 10: Table S6). Among them were the Y-linked genes *Ddx3y* and *Uty* and interestingly, *Dnmt3b.* This shows that female ES cells and post-implantation embryos are more similar than the male counterparts, suggesting that the female 5.5 dpc embryos are still delayed at that time point.

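*Ddx3y* (chromosome Y, 597158 to 623056) had values of 2268, 1397 and 1115 in the BC XY lines and 328, 486 and 1024 in the BC XX lines, a log2 fold change of -1.47 (standard error 0.91, limma with Benjamini-Hochberg adjustment, adjusted p = 0.358). *Uty* (chromosome Y, 433304 to 582202) had a log2 fold change of -3.72 (standard error 1.02, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0471) in the BC cross, with 3 of 3 BC XY lines above every BC XX line. The values of both genes in XX and XO lines rose with the mesenchymal level. Their standard errors also take in the CB XY lines, which differ widely in both genes. *Dnmt3b* had values of 13189 ± 5848 (SD, n = 3) in BC XY lines and 7063 ± 2582 (SD, n = 3) in BC XX lines.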

### Sex chromosome-dependent expression

We analyzed two XO cell lines that arose spontaneously during ES cell line establishment, both of which were derived from a BC cross (designated BCO)*.* Both aneuploid cell lines expressed all the genes associated with the minimal pluripotency network [57, 58]. 

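In the 2 XO lines, the mean values of the 14 pluripotency factors other than *Jarid2* ran from 1236 (*Myc*) to 25129 (*Pou5f1*). *Nanog* had values of 10809 and 7489 and *Sox2* of 8924 and 7464. In BC XX against XO lines the median log2 fold change of the 14 genes was −0.32, and 2 passed an FDR of 0.05.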

BCO lines were most similar to BCM cell lines, with only 116 genes showing statistically significant differences in expression (FDR < 0.05). 

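Between BC XO and BC XY lines 1 of 16263 genes differed at an FDR of 0.05 by limma with Benjamini-Hochberg adjustment, and 242 at an unadjusted p of 0.05. This gene, *Zfy2*, had a log2 fold change of -2.61 (standard error 0.35, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0391), with 3 of 3 BC XY lines above every BC XO line and both XO lines listed at 0. In simulated data, 45% of 200 genes with high values, changed 2-fold, were recovered in this comparison of 2 with 3 lines. Other settings gave from 0 to 5 genes, the highest with genes listed at 0 in a whole group kept, a setting added after the values were seen. With only the 5 lines compared in the fit there were 4.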

As was the case for XY cells, XO lines had higher expression of *Tcf3* than XX cells, but in addition, they had higher levels of *Sall4* and *Esrrb*.

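*Tcf3* was higher in XO lines, with a log2 fold change of -1.41 (standard error 0.31, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0251) for XX over XO and 2 of 2 XO lines above every BC XX line. *Tcf3* was past 0.05 in 10 of 12 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0228 to 0.400) and in 2 of 3 fits without 1 line (highest 0.0824 without BC XX 3). *Sall4* (chromosome 2, 168573832 to 168593443) had a log2 fold change of -1.06 (standard error 0.27, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0442), with 2 of 2 XO lines above every BC XX line. For *Sall4*, 8 of 12 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.0249 to 0.574), as did 0 of 3 fits that each left out 1 line, with 0.127 without BC XX 3. *Esrrb* (chromosome 12, 87702067 to 87862578) had a log2 fold change of -0.65 (standard error 0.30, limma with Benjamini-Hochberg adjustment, adjusted p = 0.207), with 2 of 2 XO lines above every BC XX line, and none of its alternatives passed 0.05.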

To identify if similar regulatory mechanisms were contributing to the differential expression in BCM and BCO when compared to BCF, we plotted the chromosomal distribution of the shared and unique enriched sets of genes for the male and XO cell lines (Additional file 11: Figure S5). The average proportion of overlap of enriched genes per chromosome relative to the female cells was 48%, with several chromosomes showing greater than 63% overlap, notably chromosome 1, chromosome 14, and chromosome 16. 

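At an FDR of 0.05, 261 genes were higher in XO than in BC XX lines, and 107 of them, or 41.0%, were also higher in BC XY than in BC XX lines. Over the 20 chromosomes with at least 1 such gene, the mean share was 46.0%. The share was 63.6% of 11 genes on chromosome 3 and 62.5% of 16 on chromosome 14, and 26.7% of 30 on chromosome 7 and 11.1% of 18 on chromosome 17. Chromosome 1 had 2 of 3 genes and chromosome 16 had 2 of 4. Because both comparisons share the 3 XX lines, data were simulated in which no group differed, the XX lines included. These gave 0 genes past an FDR of 0.05 in both, against 495 observed in both directions. The correlation of the log2 fold changes was 0.873, against 0.449 in the simulation. As the simulated XX lines do not differ, it cannot tell how much overlap comes from XX lines that deviate from both other groups.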

We quantified the variation in expression based on whether the gene was uniquely enriched in BCO or shared with BCM relative to BCF. The genes common to both sets showed statistically higher enrichment than those that did not (*p* = 7.3e− 7), suggesting that the lack of a second X chromosome is the predominant driver of expression differences in this model.

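The 107 genes higher in both XO and BC XY lines had a median log2 fold change in XO over XX of 1.14, against 1.08 for the other 154 genes higher in XO lines. The difference of 0.060 was not past the threshold (two-sided permutation test with 1e+05 resamples, p = 0.168). As folds, the medians were 2.20 and 2.11. The difference in mean log2 fold changes was 0.00063 (permutation test, p = 0.994). At an FDR of 0.01, 2 genes were higher in XO than in XX lines and both were shared with XY lines, which leaves no genes to compare them with.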

To better understand the impact of the sex chromosome aneuploidy, we did two-way comparisons between XX, XY, and XO cell lines and identified differentially expressed genes that were exclusive to each pair (Fig. 8a). Eight hundred twenty-four genes were upregulated in XX relative to both XO and XY cells: 129 of these are X-linked. 

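Higher in BC XX than in both BC XY and BC XO lines at an FDR of 0.05 were 388 genes, 87 of them X-linked. The simulation in which no group differed gave 0 genes in both comparisons at this FDR. At an unadjusted p of 0.05 it gave an average of 74.8, against 1510 observed. XX lines that deviate from both other groups were not simulated, so these numbers do not limit the overlap such lines would give. There were 33 genes at an FDR of 0.01. When all 6 XX lines were set against all 6 lines labelled XY and against the 2 XO lines, without a term for the cross, there were 45. With the mesenchymal level as a covariate, which nearly coincides with the BC XX lines, 0 genes passed in both, and 571 at an unadjusted p of 0.05.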

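In BC XX against BC XO lines, 759 of 16263 genes differed at an FDR of 0.05 by limma with Benjamini-Hochberg adjustment, 498 of them higher in XX lines, and 38 at 0.01. Higher than in XO but not called against BC XY lines were 110 genes. Without BC XX 3, the number of genes that differed from XO lines fell to 76, and without BC XX 1 it was 991. After a correction for GC content it was 513, of which 79.1% were higher in XX lines, against 65.6% of the 759.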

Two hundred thirty-five genes were more highly expressed exclusively in XX relative to XO cells, suggesting RNA levels directly or indirectly dependent on the presence of the two X chromosomes. We expected most of these to be X-linked, but only 45 (20%) are on the X chromosome, highlighting that the bulk of the transcriptional differences are downstream of the sex chromosomes and reflect their regulatory effect on the autosomes. 

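Of these 110 genes, 32 were X-linked, or 29.1%. That a gene is called against XO and not against XY lines does not show that the XO and XY lines differ in it, and 1 gene differed between those directly. The median log2 fold change of X-linked genes was 0.62 in XX over XO and 0.54 in XX over XY lines of the BC cross. Because most of the genes higher in XX than in XO lines alone are not X-linked, the paper reasons that the larger part of the differences lies downstream of the sex chromosomes, in their regulation of autosomal genes.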

Eight TFs and four ERFs are among the differentially expressed genes, as well as eight genes associated with Turner syndrome (*PROCR, NR3C1, INSR, APOB, BMP15, F8, IL6,* and *WAS*) [86–88] and two genes that are haploinsufficient in humans (*RAD50* and *SLC33A1*) [88]. 

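In BC XX against XO lines, the genes *Procr*, *Nr3c1*, *Insr*, *Apob*, *Bmp15*, *F8*, *Il6* and *Was* all had positive log2 fold changes, from 0.79 to 1.57. None passed an FDR of 0.05 over all genes, with adjusted p from 0.0541 to 0.244 by limma with Benjamini-Hochberg adjustment. *Was* (chromosome X, 7658579 to 7667624) had a log2 fold change of 1.13 (standard error 0.31, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0541), with 3 of 3 BC XX lines above every BC XO line, and passed 0.05 in 2 of 12 alternatives (0.0217 to 0.330). *F8* (chromosome X, 72418054 to 72627954) had a log2 fold change of 1.50 (standard error 0.43, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0584), with 3 of 3 BC XX lines above every BC XO line, and passed in 3 of 12 (0.0429 to 0.749). The signs of *Procr*, *Nr3c1* and *Apob* flipped with the mesenchymal level as a covariate, to -0.44, -0.021 and -0.024.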

Neither the Turner-associated nor the haploinsufficient genes are overexpressed in male versus female ES cells, indicating that they are specific for the aneuploidy. Additionally, two imprinted genes, the maternally expressed *Rian* and *Grb10* had higher levels in XX versus XO lines.

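*Slc33a1* had a log2 fold change of 0.91 (standard error 0.25, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0542) in XX over XO lines, with 3 of 3 BC XX lines above every BC XO line, and passed 0.05 in 2 of 12 alternatives (0.0482 to 0.748). *Rad50* had a log2 fold change of 0.68 (standard error 0.23, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0942), with 3 of 3 BC XX lines above every BC XO line. In XX against XY lines, *Slc33a1* and *Was* passed 0.05 (limma with Benjamini-Hochberg adjustment, log2 fold changes 0.63 and 0.96, adjusted p = 0.0439 and 0.0121), with 5 and 6 of 6 XX lines above every line labelled XY. *Slc33a1* was past 0.05 in 11 of 15 alternatives (limma with Benjamini-Hochberg adjustment, adjusted p 0.0223 to 0.412) and in 3 of 12 fits without 1 line (highest 0.0990 without CB XY 2). For *Was*, 14 of 15 alternatives gave an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, 0.00415 to 0.0614), as did 12 of 12 fits that each left out 1 line, with 0.0355 without BC XX 1. The other 8 genes did not pass in that comparison, but with the cross as a covariate *F8* did (limma with Benjamini-Hochberg adjustment, log2 fold change 1.27, adjusted p = 0.0154 against 0.0755 without it, range 0.0154 to 0.440 over its alternatives, 4 of 6 XX lines above every XY line).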

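*Rian* (chromosome 12, 110842155 to 110899919) had a log2 fold change of 0.77 (standard error 0.24, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0743) in XX over XO lines, with 3 of 3 BC XX lines above every BC XO line, and passed 0.05 in 1 of 12 alternatives (0.0426 to 0.656). *Grb10* had values of 3357, 7549 and 13709 in the BC XX lines and 8234 and 1267 in the XO lines, a log2 fold change of 1.12 (standard error 0.78, limma with Benjamini-Hochberg adjustment, adjusted p = 0.405). With the mesenchymal level as a covariate the log2 fold change of *Grb10* was -0.75.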

**Fig. 8:**
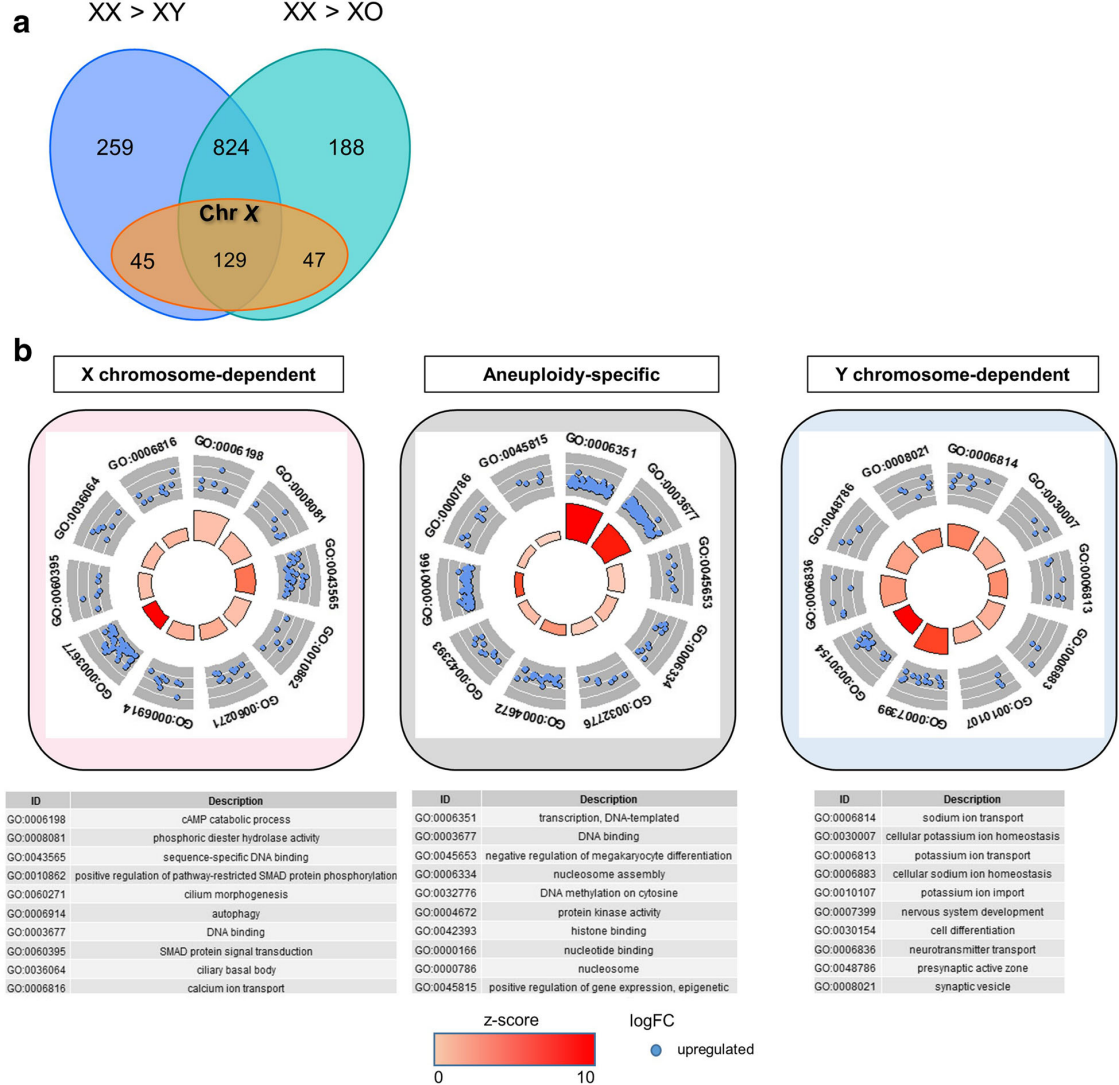
Differential gene expression analysis across karyotypes. **a** Expression comparisons between XX, XY, and XO ES cell lines, showing the extent of shared differences in pair-wise comparisons for X-linked and autosomal genes. **b** Gene ontology of genes showing X chromosome dependency, Y chromosome dependency, and aneuploidy-specific effects. Genes showing X chromosome dependency, aneuploidy-specific effects, or Y chromosome-dependency fall within unique ontology terms. Visualization performed using the GO-plot package in R. The outer circle shows a scatter plot of the log-fold change for the assigned genes within each distinct gene ontology term. Selection for enrichment resulted in blue dots only, which indicate upregulation. The inner circle is a bar plot with the height of the bar illustrating the *p* value of the term and the color representing the *z*-score, which evaluates the direction of the fold change of each of the genes within the assigned term and provides a relative scale for enrichment

X chromosome dosage also exerts strong repressive effects: hundreds of genes were upregulated in XO cells relative to XX lines. 

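Lower in BC XX than in BC XO lines at an FDR of 0.05 were 261 genes by limma with Benjamini-Hochberg adjustment, of which 154 were not called against BC XY lines and 1 of those was X-linked. At an FDR of 0.01 no gene was lower than in XO lines alone. Both XO lines and 3 XX lines entered the comparison, in which 44% of 200 genes with high values, changed 2-fold, were recovered in simulated data.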

Four hundred thirty-four genes were more highly expressed in XO uniquely versus XX cell lines. Fifty-five TFs and 25 ERFs were among them. These genes showed enrichment for 50 ontology terms at FDR < 0.05 which included regulation of biosynthetic processes as well as terms associated with epigenetic regulation involving nucleosomes, chromatin, and DNA binding (Fig. 8b). 

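*Wnt4* (chromosome 4, 136833404 to 136855641) had a log2 fold change of -1.11 (standard error 0.33, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0673) in XX over XO lines, with 2 of 2 XO lines above every BC XX line. *Fgfr3* and *Men1* had log2 fold changes of -0.77 and -0.92 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.259 and 0.104), with 1 and 2 of 2 XO lines above every BC XX line. None of the 3 passed 0.05 in any alternative, and the sign of *Fgfr3* flipped with the mesenchymal level as a covariate (0.15).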

Included in this group are four genes commonly associated with Turner syndrome (*WNT4*, *MTHFR*, *FGFR3*, and *MEN1*) [88]. The Turner-associated genes are not higher in XY versus XX cells, indicating that X chromosome dosage alone does not explain their derepression.

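Over all XX and XY lines, *Wnt4*, *Fgfr3* and *Men1* had log2 fold changes of -0.59, -0.33 and -0.48 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.117, 0.456 and 0.291), with 3, 2 and 1 of 6 lines labelled XY above every XX line. Between XO and BC XY lines directly, the log2 fold changes were 0.32, 0.16 and 0.40, with adjusted p = 0.999 for each by limma with Benjamini-Hochberg adjustment.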

XO cell lines had very similar expression profiles to XY cells. Consistent with this, only 15 genes were more highly expressed in the XY cells, one mapping to the Y chromosome (*Eif2s3y*). 

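*Eif2s3y* (chromosome Y, 346986 to 365290) had values of 255, 195 and 40.8 in the BC XY lines, 24.7 and 31.3 in the XO lines and 102, 173 and 317 in the BC XX lines. Its log2 fold change of XO over XY was -2.02 (standard error 0.90, limma with Benjamini-Hochberg adjustment, adjusted p = 0.999), with 3 of 3 BC XY lines above every BC XO line. *Uty* and *Ddx3y* had log2 fold changes of -5.76 and -3.84 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.762 and 0.999), each with 3 of 3 BC XY lines above both XO lines. The spread of this fit takes in the CB XY lines, in which *Uty* ran from 19.6 to 1149, and this widens the standard errors of such genes. That *Uty* and *Ddx3y* were not called therefore does not show that XO and BC XY lines are alike in them.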

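Higher in BC XY than in both BC XX and BC XO lines at an FDR of 0.05 was 1 gene, *Zfy2*. The limit given for *Uty* and *Ddx3y* holds for this count too. Higher in BC XY than in BC XX lines were 201 genes, of which 107 were also higher in XO than in XX lines and 94 were not called between XO and XX lines.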

Based on our data, we infer that genes that were higher in XY than in both XX and XO cells (294 genes) are dependent on the presence of the Y chromosome.

## Discussion

Sex determination in mammals is classically defined as the developmental decision of whether the gonad becomes a testis or an ovary [89, 90]. There is long-standing evidence, however, that phenotypic differences between males and females precede the formation of the gonads [25, 35].

The findings presented in this study demonstrate that sexually biased genes expressed in embryonic stem cells integrate distinct regulatory networks very early in development. Transcription factors (TFs) and epigenetic and remodeling complexes (ERFs) are among the hundreds of differentially expressed genes, including TFs belonging to the pluripotency network. We found that an enhancer responsive to Prdm14 is more active in female ES cells, corresponding to the higher *Prdm14* levels. We also detected more than 300 differentially expressed lncRNAs. Only a small fraction of differences can be accounted for by a developmental delay imposed on female cells by the need to inactivate an X chromosome. We also analyzed genes that were differentially expressed between 40,XX and 39,X ES cells and found multiple differences, some of which may account for phenotypes observed in Turner syndrome. These findings advance on previous work [26–28] by defining a signature for mouse ES cells in conditions that mimic the peri-implantation stage, by analyzing six cell lines for each sex and by highlighting the differences with monosomic X cell lines. In addition, we detect genotype-sex interactions which will provide a rich resource for understanding the effects of genomic variation and the need for canalizing the developmental processes essential for both sexes [91].

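A term for the interaction of sex and cross was tested over 16263 genes in limma with Benjamini-Hochberg adjustment. It passed an FDR of 0.05 for 12 genes and 0.01 for none, with 1472 genes at an unadjusted p of 0.05. The largest effect was that of *Atp6v0c-ps2*, a pseudogene nearly identical to its parent gene, at −7.27 (standard error 0.94, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0238). *Cnn2* and *Pdzrn3* were named after their values were seen, because their signs differ between the crosses. *Cnn2* had a log2 fold change of 0.31 in the BC and −1.10 in the CB cross (interaction 1.41, standard error 0.19, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0238). *Pdzrn3* had 1.31 in the BC and −1.22 in the CB cross (interaction 2.53, standard error 0.39, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0310). The count ran from 0 to 26 when each line was left out, and was 0 without any 1 of BC XY 2, BC XY 3, BC XX 2, BC XX 3, CB XY 3 or CB XX 2. In simulated data 8.5% of 200 genes with high values and a 2-fold interaction were recovered.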

### Sex-specific expression in mouse ES cells

We chose the ES cell serum/LIF system and analyzed 14 independent cell lines to robustly detect sex-specific differences. Because the ES cells in serum/LIF represent a less “naïve” state, with higher methylation levels, we reasoned that the transcriptomes from male and female cells would better reflect epigenetic differences dependent on the sex chromosome complement. In fact, we found many differentially expressed genes, including TFs belonging to the pluripotency network.

Together with results from previous reports, our data support the hypothesis that the sex chromosomes affect autosomal gene expression and epigenetic features, which can determine the sex-specific transcriptome later in development. In ES cells, the sex chromosome complement can influence gene expression before and after differentiation due to (1) gene activity from the Y chromosome in males and dosage differences in X-linked genes before X inactivation in females; (2) imprinted X-linked genes, active from the paternal, but not maternal, X chromosomes; (3) genes that escape XCI and are not dosage compensated when ES cells are differentiated; and (4) the process of XCI itself, which can substantially alter the availability and composition of epigenetic complexes in female relative to male cells. In addition, there is evidence that XCI per se delays the differentiation of female ES cells [27]. We suggest that this delay opens a window of opportunity for establishing epigenetic modifications unique to the female epigenome.

### Dosage of transcription factor *Prdm14* correlates with enhancer activity

In the light of the hypothesis, we focused on differentially expressed TFs and ERFs because they have the potential to imprint the epigenetic landscape and affect subsequent transcriptional activity. Because TFs often act synergistically or in multimers, variations in their dosage can quantitatively fine-tune the response of their target genes and can even expand the range of their targets. In addition, many epigenetic modifications are established by protein complexes and dosage differences in individual components can alter their stoichiometry or composition [92, 93]. In fact, our results indicate that the dosage of Prdm14 partially determines the activity of a developmentally regulated enhancer. This sequence, responsive to Oct4, Nanog, and Prdm14, induces higher transcriptional activity in the cells that have higher *Prdm14* levels, i.e., the female cells, even though *Oct4* and *Nanog* are not differentially expressed. As biological validation of regulatory elements progresses, it will be interesting to test the response of other sequences to the TF sex-specific biases.

Prdm14 can both activate and repress gene expression depending, at least partially, on its partner proteins [66]. Some targets of Prdm14 have been identified by siRNA knockdown [67] and gene knockout [71]. Higher levels of *Prdm14* in XX ES cells correlates with repression of *Dnmt3b, Cdkn1c*, *FoxA2,* and *Gata4* and activation of *Dazl*, *Mitf*, and *Zeb1*, indicating that dosage is a factor in regulation of some of its targets*.* Indeed, our luciferase assays identified a motif responsive to *Prdm14* dosage.

Not all genes exhibited the differences in response to Prdm14 predicted by the knockdown studies. Clearly, the relationship between levels of a TF and transcriptional outcome in vivo is not linear, and other factors, such as accessibility, motif numbers or combinations, are involved. Variations in the actual sequence of the motif might also contribute to the response to Prdm14.

### X-linked genes can be divided into four categories according to their expression levels

The X chromosome is the major contributor to female-enriched gene expression in the ES cells. Of the X-linked RNAs enriched in XX ES cells, there are two categories: one includes those expressed at a 2-fold level compared to the male cells, correlating with the dosage of the X chromosome. The other category encompasses X-linked genes that are upregulated *more* than 2-fold in the female cells. This indicates that these genes are influenced by an additional layer of regulation. For example, they could be responding to transcription factors that are more active in the female cells. Another possibility is that these genes are expressed more highly from one of the parental X chromosomes because it inherited a more open chromatin at its corresponding regulatory element. Yet a further explanation is that one of the two alleles of these genes is more highly expressed because of regulatory polymorphisms. Further studies to delineate the strain-specific transcriptional differences will help to answer this question.

The third, and most striking category, consists of X-linked genes that are expressed *equally* between male and female ES cells. Fifty percent of all expressed X-linked genes are in this group. This is not unique to our cells but is also seen in recent scRNA-seq data [75]. Considering that these genes are already dosage compensated, it will be interesting to determine the consequences of XCI on their relative levels.

A very limited number of X-linked genes constitute a fourth category. These are genes more highly expressed in male than in female ES cells, despite the presence of only one X chromosome. These may be responding directly or indirectly to genes expressed from the Y chromosome. Further studies will shed light on the mechanisms involved in this expression pattern.

### Differentiation markers are sex-specific in ES cells cultured in serum/LIF

A previous study comparing the transcriptomes of ES cells cultured in serum/LIF versus 2i found that whereas the pluripotency genes were expressed at similar levels in both conditions, cells in serum/LIF exhibited higher expression of differentiation markers [94]. This is because these cells are in a metastable condition, balanced between pluripotency and lineage determination [30]. Interestingly, our data show that ES cells express certain differentiation markers, but they also highlight that male and female cell lines exhibit distinct profiles. It will be exciting to elucidate how the sex-specific regulatory networks connect to the dimorphisms in lineage determining molecules.

### Comparison with single-cell RNA-seq and human data

Our data correlated well with a comparable dataset generated from single-cell RNA-seq [75]. Many differences were observed, however, especially for genes expressed at very low levels. Because transcription occurs in bursts, single-cell expression analysis more closely models the dynamics of RNA pol II activity in each individual cell [95–99]. Master transcriptional factors, however, are generally expressed at low levels. Thus, to determine the presence or absence of a TF, and especially to compare between different cells or tissues, we suggest that bulk RNA extraction and sequencing gives a more robust picture of the expression profile.

Sex biases in gene expression have been reported in human ES cells with microarrays [29]. However, undifferentiated human female ES cells have already undergone XCI and show little overlap with our datasets. Whether this is because of the X chromosome status or species-specific developmental differences (or both) is not clear, but it emphasizes that comparisons between ES cells of divergent species will be necessary.

### Levels of some imprinted genes are sex-specific

We revealed a layer of regulation of imprinted genes beyond the differential DNA methylation that maintains monoallelic expression. Even though only the maternal alleles of *Cdkn1c*, *Phlda2*, and *Slc22a18* were active, they expressed higher RNA levels in the XY cells than in the XX cells, an observation that will be followed up to determine the additional factors regulating these genes.

### Sex chromosome-dependent transcriptional regulation

A previous report comparing global expression analysis in four somatic tissues of adult 40,XX and 39,X by microarray had identified genes overexpressed in XX females and revealed transcriptional changes in autosomal genes in response to X chromosome dosage [100]. Comparisons between XX, XY, and XO ES cells allowed us to stratify the transcripts with expression dependent on the presence or absence of the X and Y chromosomes in early development. Genes with sex biases in somatic tissues do not overlap with our data, likely due to the difference in transcriptomes between embryonic and differentiated cells. The XO ES cells are much more similar to XY cells, supporting the previously posited hypothesis that the presence of two X chromosomes delays differentiation due to the need for XCI [27]. Intriguingly, the XO ES cells also exhibited down-regulation of two imprinted genes, the maternally expressed *Grb10* and *Rian* genes*.*

We also found evidence that the absence of two X chromosomes leads to overexpression of genes associated with Turner syndrome, including *Fgfr3* and *Wnt4* [88]. However, there are differences between 39,X mice and Turner syndrome patients, with mice presenting a milder phenotype [101]. A recent comparative study of DNA methylation and gene expression differences between 46,XX and 45,X females performed in leukocytes showed no overlap with the differentially expressed genes in our dataset [102], likely because of species differences and because none of the reported genes are expressed during embryogenesis.

Many of the regulatory elements that direct tissue-specific expression have a “poised” chromatin status in early development, i.e., they exhibit both activating and repressing chromatin marks that are “resolved” upon differentiation in one way or another [103]. Thus, epigenetic marks can be latent, with the potential to result in transcriptional outcomes only later in the life of the organism. The same scenario holds for TFs that work in concert to activate gene expression, where one serves as a placeholder until a partner or co-factor appears later on [104]. Evidence is accumulating that disruptions in embryonic stages can have consequences that only become apparent in adults [105, 106]. Integration of our results with previously reported datasets provides insights into how sex-specific differences appear and are translated into later developmental events [107, 108]. In addition, our data will contribute to understanding how male and female embryos differ in their response to the environment, with implications for the impact of maternal behaviors on fetal development.

## Conclusions

Sex biases in gene expression lead to critical, health-related sexual dimorphisms that are widely appreciated but still understudied. We show here that differential expression patterns are established in early embryogenesis, before hormonal influence is unleashed. At the level of pathway analysis, these expression differences integrate distinct networks and are dependent directly or indirectly on the sex chromosome complement. Thus, substantial contributions to sex-related differences occur prior to and possibly upstream of gonadal sex determination [109].

Our datasets from XO ES cell lines are an important platform for understanding the impact of sex chromosome aneuploidies on pre-implantation embryogenesis and lineage determination. They will also contribute to refining the direct and indirect mechanisms by which the sex chromosomes interact with the autosomal component of the genome.

## Additional files

Additional file 1: Figure S1. Derivation of mouse ES cell lines. F1 hybrid blastocysts were obtained at embryonic day 3.5 from reciprocal crosses of mouse substrains C57BL/6 and CAST/EIJ (designated as B and C, respectively). Blastocysts were cultured individually and used to establish independent cell lines.

Additional file 2: Table S1. Real-time PCR primers.

Additional file 3: Table S2. Transcription factor motifs enriched in promoters of differentially expressed genes in female and male ES cells.

Additional file 4: Table S3. Catalog of transcription factors (TFs) and epigenetic and remodeling factors (ERFs) expressed differentially in female and male ES cells.

Additional file 5: Figure S2. Identification of candidate regulatory elements. (A) Top, graphic display of the conservation profiles for regions upstream of *Zfx* from Dcode.org [64, 110]. The base genome is mouse. Evolutionarily conserved regions (ECRs) of a minimum of 100 bp conserved above 70% sequence identity are displayed as red (intergenic) peaks, with the x-axis representing positions in the base genome and the y-axis representing percentage identity between the base and the aligned genomes. Predicted transcription factor motifs are depicted as colored bars. Arrowhead points to predicted motif of TF expressed more highly in female ES cells. Bottom, UCSC genome browser view of the same regions including histone modifications from ENCODE data in mouse ES cells (http://genome.ucsc.edu, NCBI37/mm9). (B) Conservation analysis, TF motif prediction and UCSC browser view as in (A) for the *Tcf3* gene. Arrowhead points to predicted motif of TF expressed more highly in male ES cells. (C) Conservation analysis, TF motif prediction and UCSC browser view as in (A) for the *Apln* gene, with arrowheads indicating motifs predicted to bind TFs more highly expressed in male ES cells.

Additional file 6: Table S4. Expression in undifferentiated murine embryonic stem (ES) cells of genes that escape X chromosome inactivation (XCI) after differentiation (BC cell lines).

Additional file 7: Table S5. Examples of genes expressed in undifferentiated ES cells of genes that do not escape XCI (BC cell lines).

Additional file 8: Figure S3. Allele-specific expression analysis for imprinted gene *Cdkn1c*. RT-PCR was followed by allele-specific restriction digest of the *Cdkn1c* coding sequence and polyacrylamide gel analysis. A single nucleotide polymorphism in the *M. castaneus* allele generates a restriction site for *aTaq*I. Two different F1 hybrid ES cell lines each derived from reciprocal crosses of C57BL/6 (B) and CAST/EIJ (C) mice exhibited monoallelic (BxC) and biased expression (CxB) from the maternal allele. The first lane is the marker, the last two lanes are digested controls from PCR products from B and C genomic DNA.

Additional file 9: Figure S4. Comparison of expression differences for 14 selected genes from our dataset with a single-cell (sc) RNA-seq study [75] shows a high degree of correlation. Individual plots of expression from the scRNA-seq analysis shows the variability within the assay and the abundance of zero readouts for some genes. To avoid this confounder, a sign test was performed using a binomial exact test which affirmed the sex-specific biases seen within our dataset.

Additional file 10: Table S6. Genes with a sex-specific bias that overlap between ES cells and 5.5 dpc embryos.

Additional file 11: Figure S5. Chromosomal distribution of genes enriched in BCO when compared to BCF ES cells. BCO ES cell lines had enrichment of 423 genes, 49% of which overlapped with genes enriched in BCM relative to BCF (FDR < 0.01). The genes common to both BCO and BCM had statistically higher enrichment relative to BCF, averaging 2.55- versus 2.23-fold (students t-test, two tailed *p* < 0.001). Error bars denote standard deviation.

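Figure S5 asks for each chromosome how many of the genes higher in XO than in XX lines are also higher in XY than in XX lines of the BC cross. The quantity depends on the threshold at which both sets are called, and a gene called in one set and just missed in the other counts as not shared. Simulated data in which no group differed, XX lines included, gave 64.7% of genes with the same sign in both comparisons, against 83.1% observed. The comparisons share the XX lines, which raises this share in the simulation.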

## Abbreviations

BCM, BCF: F1 hybrid male and female ES cell lines resulting from a C57BL/6 female × CAST/EiJ male cross
BCO: F1 hybrid XO ES cell line from the same cross
CBM, CBF: F1 hybrid male and female ES cell lines resulting from a CAST/EiJ female × C57BL/6 male cross
CI: Confidence interval
ERFs: Epigenetic and remodeling factors
ES: Embryonic stem
FDR: False discovery rate
LIF: Leukemia inhibitory factor
lncRNAs: Long non-coding RNAs
MEFs: Mouse embryonic fibroblasts
PAGE: Polyacrylamide gel electrophoresis
TFs: Transcription factors
XCI: X chromosome inactivation

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 2 — Real-time PCR primers.

Additional Table 1. Real-Time PCR Primers

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Grb10* | TGACAACAGCTGGACTCTGG | TCTTCCAAGACTTGCGTCCT |
| *Dnmt3b* | ACGCAGGACATGACAGGAGAT | AGAATATCAGAGCCATTCCCATCA |
| *T* | GTCAAACTCACCAACAAGCTCAA | GAATCCGAGGTTCATACTTATGCA |
| *Eomes* | CGCCCACTACAATGTTTTCGT | CTGGGTGAACGTACATCTTATTGC |
| *Cdx1* | GCGGTGGCAGCGGTAAG | GGCGTTGGTGGTCTGTGTAGA |
| *Gata4* | CCTGTGCCAACTGCCAGACT | CTCCTTCCGCATTGCAAGAG |
| *Mbd3* | AAGCAACCGGTGACCAAGAT | CAATGTCAAAGGCACTCAATCC |
| *Meis2* | CCTCAAACCCAGAGCTGGATAA | AGCTAATGTACCGGTGGCAGAA |
| *Dmrtb1* | CCCTACCAGTCCTTTCCACTTTC | AGGTCTCTGGCTGGCTCTGA |
| *Prdm14* | CGGCCCTACCTGTGTTCAA | ATGTGCTTGTTCAGGCTGGAA |
| *Hdac6* | CCTGGACTCTGAGCTCCTTACC | TCTGTGGTGCGGAGATGCT |
| *Hormad1* | CAGGCGGTGCGTAAAAAAA | CCAATGCACTCAGGGAAGCT |
| *Kdm6a* | GGCACGGGCGGACAA | AGATCAAAAACCTCCACCTCACA |
| *Mecp2* | AAAGGAAGTCTGGCCGATCTG | CATTAGGGTCCAAGGAGGTGTCT |

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 3 — Transcription factor motifs enriched in promoters of differentially expressed genes in female and male ES cells.

Additional Table 2. Transcription Factor Motifs Enriched in Promoters of Differentially Expressed Genes in Female and Male ES cells.

| **XX enriched** |  |  |  |  | **XY enriched** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| -1500 to +500 |  | -5000 to +500 |  |  | -1500 to +500 |  | -5000 to +500 |  |
| homer | p-value | homer | p-value |  | homer | p-value | homer | p-value |
| Arid5a | 1xe-14 | Irf4 | 1xe-11 |  | Elk4 | 1xe-12 | Pitx1 | 1xe-14 |
| E2f2 | 1xe-13 | Mef2c | 1xe-10 |  | Runx1 | 1xe-12 | Nr5a2 | 1xe-12 |
| Myc | 1xe-12 | Zscan4 | 1xe-8 |  | Foxq1 | 1xe-11 | Nkx3-1 | 1xe-9 |
| Mafb | 1xe-12 | Gfi1 | 1xe-8 |  | Olig2 | 1xe-10 | Brca1 | 1xe-9 |
| Nkx2-5 | 1xe-12 | Mecom | 1xe-7 |  | Hic1 | 1xe-9 | Prrx2 | 1xe-9 |
| HoxA2 | 1xe-10 | Zbtb7b | 1xe-6 |  | Irf5 | 1xe-9 | Tcf3 | 1xe-8 |
| Tead2 | 1xe-9 | Zfx | 1xe-5 |  |  |  | Bcl6 | 1xe-8 |
| Smad3 | 1xe-8 |  |  |  |  |  |  |  |
| HoxA5 | 1xe-8 |  |  |  |  |  |  |  |

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 4 — Catalog of transcription factors (TFs) and epigenetic and remodeling factors (ERFs) expressed differentially in female and male ES cells.

Additional Table 3. Catalog of Transcription Factors (TFs) and Epigenetic and Remodelling Factors (ERFs) expressed differentially in Female and Male ES cells.

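By cross, 27 of the 49 XX transcription factors passed an FDR of 0.05 in the BC lines and 13 in the CB lines (limma with Benjamini-Hochberg adjustment), and 43 and 21 when adjusted over the list alone. Of the 59 XY transcription factors the numbers were 7 and 14, and 23 and 46 over the list alone. Of the 22 XX epigenetic factors, 16 passed in the BC and 9 in the CB lines, and of the 20 XY epigenetic factors 7 and 2. Of 24 autosomal XX transcription factors of the table that are in no marker list, 20 rose with the mesenchymal level within groups among the 11 lines that are not BC XX. The share was 48.1% of 14758 autosomal genes in no marker list and not called in the BC cross.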

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 6 — Expression in undifferentiated murine embryonic stem (ES) cells of genes that escape X chromosome inactivation (XCI) after differentiation (BC cell lines).

Additional Table 4. Examples of genes expressed in undifferentiated ES cells of genes and that do not escape XCI (BC cell lines). Several X-linked genes exhibited increased expression among the XX lines that was well above the levels detected in either XY or XO. 

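Table S4 compares XX with XY and XX with XO lines of the BC cross, which holds both complements on one background. *Rhox1* had a log2 fold change of 1.98 over XY and 2.29 over XO lines (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0484 and 0.0495), with 3 of 3 XX lines above every XY line and 3 above both XO lines. *Xlr3a* had log2 fold changes of 5.59 and 6.17 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0104 and 0.0203), with 3 of 3 XX lines above all others in each. Its XO values of 1.60 and 2.85 were 2 and 4 reads by the step of each line, near the limit of 3 reads. *Nxf3* had log2 fold changes of 2.91 over XY and 3.13 over XO lines (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00254 and 0.00830), with 3 and 3 of 3 XX lines above the others.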

Among the genes showing the highest degree of difference between XX and either XY or XO were a number of genes within the X-linked lymphocyte regulated (*Xlr)* gene family. The difference in expression based on sex chromosome composition and the associated false discovery rate is shown above along with chromosomal location.

| **Mouse Gene Symbol** | **XX vs. XY** | | **XX vs. XO** | | **Position (mm10)** |
| --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **FDR** | **Fold change** | **FDR** |  |
|  |  |  |  |  |  |
| *Rhox1* | 5.5 | 0.0014 | 13.5 | 0.0026 | chrX:37213805-37222258 |
| *Gm9* | 2.7 | 0.0176 | 3.8 | 0.0182 | chrX:37208502-37211041 |
| *Xlr3a* | 87.5 | 0.0014 | 241.8 | 0.0316 | chrX:73086293-73097095 |
| *Xlr* | 5.9 | 0.0125 | 4.4 | 0.0321 | chrX:73148841-73158399 |
| *Xlr3c* | 32.4 | 0.0014 | 105.5 | 0.0275 | chrX:73254540-73265390 |
| *Nxf3* | 12.6 | 0.0014 | 19.2 | 0.0036 | chrX:136072099-136085255 |

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 7 — Examples of genes expressed in undifferentiated ES cells of genes that do not escape XCI (BC cell lines).

Additional Table 5. Expression in undifferentiated murine embryonic stem (ES) cells of genes that escape X chromosome inactivation (XCI) after differentiation (BC cell lines). 

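Table S5 lists genes known to escape X inactivation. Over all XX and XY lines, *Taf1* (chromosome X, 98728073 to 98797128) had a log2 fold change of 0.85 (standard error 0.12, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00144) and *Chic1* 0.96 (adjusted p = 0.00250), each with 6 of 6 XX lines above every line labelled XY. *Gprasp1* and *Trappc2* had log2 fold changes of 0.79 and 1.06 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00174 and 0.00259), again without overlap of the lines, as was the case for *Clcn5* (0.79, adjusted p = 0.0184). *Bgn*, *Sh3bgrl* and *Rnf128* had log2 fold changes of 1.37, 1.10 and 0.33 and did not pass 0.05 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.138, 0.132 and 0.569; 5, 4 and 1 of 6 XX lines above every XY line). *Sh3bgrl* passed in 1 of 15 alternatives, with the cross as a covariate (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0366, range 0.0366 to 0.978). The sign of *Bgn* flipped with the mesenchymal level as a covariate (-0.10), and *Clcn5* had 0.43 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.185, range 0.00299 to 0.185 over its alternatives). *Ftx* had a log2 fold change of 0.69 (standard error 0.20, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0614), with 5 of 6 XX lines above every XY line, and passed in 2 of 15 alternatives (0.0397 to 0.421).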

Genes previously identified to escape X-inactivation [26] were isolated from the expression data generated by RNA-sequencing. The difference in expression based on sex-chromosome composition and the associated false discovery rate is shown above along with chromosomal location.

| **Mouse Gene Symbol** | **XX vs. XY** | | **XX vs. XO** | | **Position (mm10)** |
| --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **FDR** | **Fold change** | **FDR** |  |
|  |  |  |  |  |  |
| *Clcn5* | 2.0 | 0.0014 | 1.7 | 0.0212 | chrX:7158412-7319358 |
| *Bgn* | 5.7 | 0.0014 | 3.8 | 0.0014 | chrX:73483601-73495936 |
| *Taf1* | 2.0 | 0.0014 | 1.7 | 0.0063 | chrX:101532735-101601789 |
| *Chic1* | 2.0 | 0.0014 | 2.0 | 0.0014 | chrX:103356476-103396118 |
| *Rnf128* | 1.6 | 0.0386 | 2.5 | 0.0014 | chrX:139610620-139673145 |
| *Ftx* | 1.8 | 0.0425 | 2.0 | 0.0229 | chrX:103560910-103616954 |
| *Sh3bgrl* | 3.6 | 0.0014 | 4.0 | 0.0014 | chrX:109095407-109162467 |
| *Gprasp1* | 1.6 | 0.0218 | 2.0 | 0.0014 | chrX:135742692-135803468 |
| *Trappc2* | 1.9 | 0.0111 | 2.4 | 0.0014 | chrX:166440755-166453140 |

# Supplementary material for: Sex chromosomes drive gene expression and regulatory dimorphisms in mouse embryonic stem cells
**Source:** Biol Sex Differ. 2017 Aug 17;8:28. doi: 10.1186/s13293-017-0150-x
**Supplement:** Supplementary file 10 — Genes with a sex-specific bias that overlap between ES cells and 5.5 dpc embryos.

Additional Table X. Genes with a sex-specific bias that overlap between ES cells

and 5.5 dpc embryos.

How the deposited data were processed for this re-analysis (not part of the article)

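RNA was sequenced from 14 mouse ES cell lines, with 3 lines each of BC XX, BC XY, CB XX and CB XY cells and 2 of BC XO cells. According to the paper's methods, stranded libraries of total RNA were read from a single end and aligned to mm9 with TopHat2, and genes were compared with Cufflinks. The values as deposited by the authors are a read signal per gene, scaled by the authors to a common depth before deposit, as the sums of the lines show (28150946 to 30657803). In each line 98.1% to 98.7% of the values are whole multiples of 1 step, from 0.407 to 2.46, which was taken as 1 read. On that basis the lines hold from 11904424 to 69646376 reads, and a gene at or under 3 reads cannot be told from 0. The method text does not assign lines to library batches, so that batches were not modelled.

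Of 23298 genes, 23235 were placed on a chromosome of mm9 (NCBIM37). Values were used as log2(value + 5). Genes were tested when at least as many lines as the smaller group holds had a value of 10 or more, 6 lines for XX against XY and 2 for the model of 5 groups on 14 lines. Left out were 13 genes listed at 0 in every line of a group and reaching 100 or more elsewhere, among them *Arhgap21*, *Cdk8*, *Cmss1*, *Eef1a1*, *Filip1l*, *Gm14295*, *Hsp90aa1*, *Hspa8*, *Jarid2*, *Lars2*, *Malat1* and *Nptxr*. Because the values are scaled and rounded, the tests for read counts that had been intended were replaced by linear models with limma 3.58.1 (trended variance, moderated t statistics, Benjamini-Hochberg adjustment) in R 4.3.3, and Python 3.11.15 was used to read and join the tables. A one-sided limma test against a fold of 2 took the place of the corresponding count test. Thresholds were an FDR of 0.05 and a stricter one of 0.01, and intervals cover 95%.

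The comparisons were XX against the lines labelled XY over 12 lines, and within the model of 5 groups BC XX against BC XY, CB XX against CB XY, BC XX against BC XO, BC XO against BC XY, and the interaction of sex and cross. Shares have Wilson intervals. Differences between sets of genes were tested by permutation with up to 1e+05 resamples, and lists of mesenchymal, Hox, germline, 2-cell, primitive endoderm and MAPK target genes with fry, and with camera as an alternative. Genes named in the text are those that the paper names in its Results and in Tables S1, S4 and S5, Y-linked genes and *Xist* as a check of the labels, genes of the lists above, and the 5 largest changes in each direction at an FDR of 0.01 whose lines do not overlap. Some genes of these groups are not reported here. A gene outside this rule is said to be named after its values were seen.

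Alternatives changed 1 choice at a time: other size factors, filters on low values, the cross as a covariate, the lines in the model, the replicate number as a block, and each line left out in turn. Further ones were added after the data had been seen: other pseudocounts, quantile normalization, a correction for GC content, genes listed at 0 kept, the mean level of 29 mesenchymal genes as a covariate, and the lines labelled CB XY 2 and CB XY 3 left out. All steps were tested on simulated data with 200 genes changed 2-fold and with none changed. Long noncoding RNA, gene ontology, reporter assays, single-cell data and quantitative PCR were not analysed here.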

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

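The tests of Y-linked RNA, of single chromosomes, of feeder RNA among the genes higher in BC XX and in CB XX lines, and of other groupings for the interaction were chosen only after the result was seen.

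In 5 of 74 groups of lines tested, 1 line lay far from the others, measured as its gap to the nearest line over the range of the group. Chance alone gives about 1 in 20. The level of chromosome 8 among the lines labelled XY had a ratio of 0.761, with CB XY 1 at 0.30 and the other 5 between -0.10 and -0.0069. A change in copy number may explain it, since the first and the second part of every shifted chromosome of the CB lines moved by at least 0.18, while a correction for GC content left those shifts at 0.22 or more. The list of 2-cell genes had a ratio of 0.684, from BC XY 3 at 3.01. *Xlr5b* had a ratio of 0.785, from CB XY 3 at 9.09 with the others at 0 or 1 read, and *Phlda2* one of 0.653, from CB XY 1 at 945. *Rab25* had a ratio of 0.724, from CB XY 3 at 110.3. No technical explanation was tested for these 4, and a difference between lines stays open.

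For 12 genes the difference between XX and XY lines itself differed between the crosses, by the interaction term of limma with Benjamini-Hochberg adjustment (adjusted p = 0.0238 to 0.0453). The log2 interactions were *Atp6v0c-ps2* -7.27, *Cnn2* 1.41, *Myl9* 3.34, *Myom1* 3.35, *Tnmd* 3.59, *Mfsd2b* -2.59, *Pdzrn3* 2.53, *Ttc28* 1.96, *Itga11* 3.76, *Zfy2* -2.61, *Serpinh1* 1.70 and *Gpr149* 2.77, positive where XX over XY is higher in BC lines. Of 100 assignments of the lines to sexes within each cross, 2 gave as many genes, the real one included, and the other gave 219. With 1 line left out, the count was 0 without BC XY 2, BC XY 3, BC XX 2, BC XX 3, CB XY 3 or CB XX 2 (1073 to 1390.0 genes at an unadjusted p of 0.05), and 1 without CB XY 1, 2 without CB XX 1 and 26 without CB XX 3. With the mesenchymal level as a covariate, 10 genes were called and 0 of these 12 were among them (1421 genes at an unadjusted p of 0.05). *Zfy2* is Y-linked and listed at 0 in all CB lines, and the lines labelled CB XY 2 and CB XY 3 lack Y-linked RNA beyond that of XX and XO lines. Shared reads between *Atp6v0c-ps2* and its parent gene were not tested. Of the autosomal genes higher in BC XX lines and in no marker list, 86.0% rise with the mesenchymal level elsewhere. Feeder RNA is therefore a candidate source for some of these 12 genes, and an effect of the strains stays open as untested.

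The list of mesenchymal genes had a median log2 fold change of 2.29 in BC XX against BC XY lines over its 29 genes, a signal that the paper does not report on. By fry with Benjamini-Hochberg adjustment it differed there (adjusted p = 0.0398, 28 of 28 genes higher) and not in CB lines (adjusted p = 0.664, 24 of 28 higher), and the difference between the crosses had values of 0.0311 before and 0.0933 after adjustment. Over XX and XY lines together the median was 1.24. Its most abundant genes, *Acta2*, *Col1a2* and *Col1a1*, had values of 41744, 20863 and 8551 in BC XX 3 and of 545, 418 and 376 in BC XY 3.

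RNA from male feeder fibroblasts may account for this signal. Over the 8 XX and XO lines, Y-linked RNA rose with the mesenchymal level (Pearson r = 0.988, exact permutation test, p = 7.44e-05), and r was 0.965 over the 5 of them that are not BC XX lines. Reads shared with X-linked copies are argued against, because every Y-linked gene exceeded its level in XO lines by at least 1.97 on the log2 scale in BC XX lines, and the X-linked copies by at most 0.63. Autosomal genes in no marker list were then examined. Of 549 such genes higher in BC XX lines, 472, or 86.0%, rose with the mesenchymal level within groups among the 11 other lines. The share was 48.1% of 14758 such genes not called (permutation test, p = 1e-04, the smallest it can give). Of 199 such genes lower in BC XX lines, 38 rose with it. For the CB lines feeder RNA as the whole source is argued against. With the mesenchymal level as a covariate, 336 of the 343 genes higher in CB XX lines at an FDR of 0.05, or 98.0%, were called higher again by limma with Benjamini-Hochberg adjustment, and 0 of the 727 higher in BC XX lines were (1534 genes at an unadjusted p of 0.05). The mesenchymal level was 10.3 to 11.4 in BC XX lines and at most 9.64 in the 11 others, so that in the BC cross the covariate also takes up a difference by sex. A biological difference of the BC XX lines stays open as untested.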

How the results depend on the processing

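Choices were set before the data were examined, except for 11 alternatives chosen after seeing the data: pseudocounts of 1 and 20, quantile normalization, the correction for GC content, genes listed at 0 in a whole group kept, 5 settings with the mesenchymal level as a covariate, and the lines labelled CB XY 2 and CB XY 3 left out. The count tests intended, DESeq2's Wald test and limma-voom, were not run because the values are not read counts. Where no cause is given below, the cause was not tested.

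Over 156 results for single genes, 1997 of 2199 values under alternatives kept their direction and their side of the threshold, 61 were weaker, 67 stronger and 74 reversed. Of 1554 values with 1 line left out, 1412 were the same, 69 weaker, 28 stronger and 45 reversed. The most calls were lost with the mesenchymal level as a covariate (17) and with the lines labelled CB XY 2 and CB XY 3 left out (15), which also leaves fewer lines, and the most were gained with the cross as a covariate (14).

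For XX against XY lines, the 797 genes at an FDR of 0.05 became 1697 with the cross as a covariate, 468 with the mesenchymal level as one and 313 with the lines labelled CB XY 2 and CB XY 3 left out. Over 12 fits that each left out 1 line they ranged from 410.0 to 1746, and the fits that moved the count by more than 1.5-fold gave 490.0 without BC XY 2, 410.0 without BC XX 1, 530.0 without BC XX 2, 453 without CB XY 1, 444 without CB XY 2, 1746 without CB XX 1, 501 without CB XX 2. The 183 genes at 0.01 became 367, 92 and 77 under the same settings, 102 with both covariates, and 97 to 277 with 1 line left out (105 without BC XY 2, 97 without BC XX 1, 111 without CB XY 1, 114 without CB XY 2, 277 without CB XX 1, 110.0 without CB XX 2). In the BC cross, the 196 genes at 0.01 became 119 with a value of 10 required in every line and 119 with no filter, which tests more genes, 73 with only the 6 lines compared in the model, 1 with the mesenchymal level as a covariate, with 0 of the 196 called again (1534 at an unadjusted p of 0.05), and 28 to 200.0 with 1 line left out (28 without BC XY 2, 47 without BC XY 3, 29 without BC XX 2, 33 without BC XX 3). In the CB cross, 114 genes became 58 with no filter, 63 after the GC correction, 0 with only the lines compared (2608 at an unadjusted p of 0.05), and 1 to 152 with 1 line left out (2 without CB XY 1, 1 without CB XY 2, 43 without CB XX 1, 1 without CB XX 2).

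The 759 genes that differ between BC XX and XO lines became 412 with no filter, 34 with the mesenchymal level as a covariate (1819 at an unadjusted p of 0.05), and 76 to 991 with 1 line left out (194 without BC XX 2, 76 without BC XX 3). The share higher in XX lines rose from 65.6% to 79.1% after the GC correction. The 1 gene between XO and BC XY lines became 0 with a value of 10 in every line, with pseudocount 20, with the GC correction and with the mesenchymal level (197, 250.0, 227 and 612 at an unadjusted p of 0.05), 4 with only the lines compared, 5 with genes listed at 0 kept, and 0 (without BC XY 2, 393 at an unadjusted p of 0.05) to 1. The 12 interaction genes became 5 with a value of 10 in every line, 4 with no filter, 22 with pseudocount 20, 25 with genes listed at 0 kept, 2 with the 12 XX and XY lines alone, and 0 to 26 with 1 line left out. The count was 0 without BC XY 2, BC XY 3, BC XX 2, BC XX 3, CB XY 3 or CB XX 2 (1073 to 1390.0 genes at an unadjusted p of 0.05), and 1 without CB XY 1, 2 without CB XX 1 and 26 without CB XX 3.

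With the replicate number as a block and the cross, 1588 genes differed between XX and XY lines at an FDR of 0.05. The replicate block gave 103 genes in the BC and 69 in the CB cross at 0.01, 53 between BC XX and XO lines, 0 between XO and BC XY lines (147 at an unadjusted p of 0.05) and 3 for the interaction. For *Klf4*, the block gave a log2 fold change of -0.078 between XX and XO lines. Residuals of BC XX and BC XY lines with the same number correlated at −0.172, 0.254 and −0.055, and those with different numbers between −0.175 and 0.155, so that the numbers are not seen to pair the BC lines. The CB lines were not examined for this.

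The X-linked share of genes higher in XX lines, 67.1%, was 45.9% at an FDR of 0.05 and 59.2% with the cross as a covariate. The share of X-linked genes above 2-fold, 48.0%, was 32.7% at an FDR of 0.05, 64.9% in BC and 70.8% in CB lines alone, and 10.8% by a test against 2-fold. The share not called, 59.8%, was 73.0% with no filter, 81.9% at an FDR of 0.01, 48.1% with the cross as a covariate, and 77.6% and 65.8% in BC and CB lines alone, with fewer lines. Of the factors of Table S3, 62 passed an FDR of 0.05, 99 with the cross and 35 with the mesenchymal level as a covariate.

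Escapees differed from called X-linked genes by −0.090 against XY and 0.011 against XO lines, and from all expressed X-linked genes by 0.44 and 0.45, past the threshold (permutation test, p = 0.0218 and 0.0352). This follows from the comparison, since genes called higher are chosen for large changes. Every escapee listed also has an FDR below 0.05 in Table S5 on these lines. The difference from all expressed X-linked genes is therefore not independent evidence. The difference in means against XO lines was −0.19. The 388 genes higher in XX than in both XY and XO lines were 33 at an FDR of 0.01, 45 with all XX lines and 0 with the mesenchymal level (571 at an unadjusted p of 0.05). The 2 genes shared by XO and XY lines were 107 at an FDR of 0.05. The distance ratio of the XO lines, 0.569, was 0.489 on 500 genes and 0.305 by rank, and the first principal component, 38.1%, held 50.4% on 500 genes.

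By camera, which allows for correlation between genes, the adjusted p of the germline, Hox, MAPK target and mesenchymal lists was 0.201 each, against 0.0440 by fry, with 18 of 21, 19 of 19, 1 of 15 and 28 of 28 genes higher in XX lines. Of 12 fits that each left out 1 line, 7, 9, 10 and 11 did not pass for these lists. With 1 line left out, the Benjamini-Hochberg adjusted p by fry ran from 0.0486 (without CB XX 1) to 0.389 (without BC XX 1) for the 2-cell list, from 0.00527 (without BC XY 3) to 0.0930 (without CB XY 2) for the germline list, from 0.0178 (without CB XX 1) to 0.105 (without BC XX 2) for the Hox list, from 0.000994 (without BC XY 1) to 0.105 (without BC XX 2) for the MAPK target list, from 0.0178 (without CB XX 1) to 0.105 (without BC XX 2) for the mesenchymal list.

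The mesenchymal level, 10.3 to 11.4 in BC XX and at most 9.64 in the other lines, nearly coincides with BC XX, so that as a covariate it also takes up a difference by sex there. With it as a covariate, these log2 fold changes of XX over XY lines reversed: *Bgn* -0.10, *Klf4* 0.50, *Nr0b1* 0.48, *Esrrb* 0.21, *Sox2* 0.25, *Pou5f1* 0.20, *Rai1* 0.029, *Gli2* 0.22, *Otx2* -0.013, *Tead4* 0.042, *Fgfr2* 0.086, *Mecom* -0.19, *Runx1* -0.66, *Procr* -0.12, *Apob* -0.46, *Il6* -0.18, *Fgfr3* 0.23, *Rian* -0.33, *Parp3* -0.39, *Eif2s3y* -1.34 and *Kdm5d* -0.21. In BC lines *Slc22a18* 0.033 did, and against XO lines *Tbx3* 0.57, *Zfp281* 0.10, *Nr0b1* 0.86, *Esrrb* 0.27, *Sox2* 0.091, *Nanog* 0.27, *Procr* -0.44, *Nr3c1* -0.021, *Apob* -0.024, *Fgfr3* 0.15 and *Grb10* -0.75. With the cross and the mesenchymal level as covariates, the values were *Klf4* 0.25, *Nr0b1* 0.34, *Esrrb* 0.089, *Sox2* 0.052, *Pou5f1* 0.15, *Gli2* 0.12, *Fgfr2* 0.11, *Hoxa5* -0.046, *Mecom* -0.33, *Runx1* -0.48, *Hic1* -0.31, *Prrx2* -0.087, *Procr* -0.13, *Apob* -0.19, *Fgfr3* 0.20, *Rian* -0.33, *Parp3* -0.47, *Eif2s3y* -0.79 and *Kdm5d* -0.23.

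After the GC correction, *Klf4* 0.13, *Nr0b1* 0.15, *Nanog* -0.057, *Pou5f1* 0.18, *Rai1* 0.17, *Gli2* 0.18, *Ptpn11* 0.031 and *Foxq1* 0.065 reversed, and against XO lines *Tbx3* 0.15 and *Nr0b1* 0.19. With the lines labelled CB XY 2 and CB XY 3 left out, *Klf4* 0.32, *Nr0b1* 0.25, *Sox2* 0.091, *Otx2* -0.21 and *Eif2s3y* -0.51 did, and with size factors from autosomal genes *Klf4* 0.019, *Nr0b1* 0.014 and *Ptpn11* 0.017. In BC lines, *Grb10* was 0.0029 with median-of-ratios size factors, 0.021 with size factors from autosomal genes and 0.039 with quantile normalization.

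With 1 line left out, these log2 fold changes reversed and ranged as follows: *Klf4* -0.23 to 0.13, *Nr0b1* -0.17 to 0.14, *Sox2* -0.22 to 0.022, *Nanog* -0.11 to 0.16, *Pou5f1* -0.16 to 0.12, *Gli2* -0.30 to 0.056, *Otx2* -0.036 to 0.31, *Ptpn11* -0.094 to 0.077, *Foxq1* -0.62 to 0.022, *Rian* -0.087 to 0.17, *Eif2s3y* -0.18 to 0.87, *Grb10* in BC lines -0.48 to 0.53, *Tbx3* against XO lines -0.15 to 0.13, *Zfp281* against XO lines -0.10 to 0.025, *Nr0b1* against XO lines -0.28 to 0.073.

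Depth limits the genes with low values, whose recovery was not tested, because the simulated changes were placed on genes with high values only. In simulated data, 92.5% of 200 genes changed 2-fold were recovered in XX against XY lines, 61.5% and 61% in the BC and CB crosses, 44% and 45% in the comparisons with XO lines, and 8.5% for the interaction. Few calls for the interaction therefore do not show that the crosses are alike.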

Differences from the paper's values

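The settings named below as chosen after seeing the values were chosen only after the result was seen, and no cause is given.

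Between XX and XY lines, 797 genes differed at an FDR of 0.05 against the paper's 1500. Of the alternatives set before the data were examined, the cross as a covariate (1697), the replicate block with the cross (1588), the fit without BC XY 1 (1020) and that without CB XX 1 (1746) came within 1.5-fold of the paper's value, and the others did not. Of the genes higher in XX lines at an FDR of 0.01, 67.1% were X-linked against the paper's 25%. The 45.9% at an FDR of 0.05 and the 59.2% with the cross as a covariate do not close the gap, and the 31.9% with the cross as a covariate at an FDR of 0.05 and the 20.9% (37 of 177 genes) in BC lines alone do. The 81.8% in CB lines alone does not. With the mesenchymal level as a covariate, which nearly coincides with the BC XX lines, 0 of the 177 BC genes were called. Of all genes called at 0.01, 55.7% lay on the sex chromosomes against the paper's 25%. The 28.5% at an FDR of 0.05 and the 19.4% in BC lines alone close this gap. The 40.3% with the cross as a covariate and the 63.2% in CB lines alone do not.

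Between BC XO and BC XY lines, 1 gene differed against the paper's 116, and none of the alternatives set before the data were examined closed the gap, with at most 4 genes. Higher in XY than in XO lines was 1 gene against the paper's 15 (3 with only the lines compared, which does not close it), and higher in XY than in both XX and XO lines 1 against the paper's 294. Higher in XO than in XX lines at an FDR of 0.01 were 2 genes against the paper's 423, and the 261 at an FDR of 0.05 do not close the gap. Of the 2 genes, 100% were shared with XY lines against the paper's 49%, and the 41.0% at an FDR of 0.05 closes this gap. For 3 further sets that the paper spells out, the numbers here are smaller: 388 genes higher in XX than in both other groups, 110 higher in XX than in XO lines only and 154 higher in XO than in XX lines only, and neither an FDR of 0.01 nor the use of all XX lines brought them closer (33, 3 and 0 genes, and 45, 0 and 1).

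Of the factors of Table S3 that the paper lists at an FDR of 0.01, past it here were 7 of the paper's 49 XX transcription factors, 9 of the paper's 22 XX epigenetic factors, 1 of the paper's 59 XY transcription factors and 1 of the paper's 20 XY epigenetic factors. With the cross as a covariate the numbers were 11, 14, 7 and 4, which does not close these gaps. By the looser FDR of 0.05 they were 18, 17, 19 and 8, of which the 17 closes its gap, and with the cross as a covariate 27, 19, 35 and 18, of which the 19 and the 18 do. Of the E5.5 lists, 46 of the paper's 73 and 3 of the paper's 10 genes passed an FDR of 0.05, and 41 and 1 with only the lines compared. Of 39 folds compared, 1 differed: by the ratio of group means *Rhox1* was 8.46-fold higher in BC XX than in XO lines against the paper's 13.5 (log2 fold change by limma 2.29). The ratio without BC XX 3 (10.2) closes the gap, and those with other size factors or without another BC XX line (7.41 to 8.62) do not.

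Statements about single genes also differ. The paper names *Mef2b* at one place as higher in female cells, and here it was lower in XX lines (-0.99 (adjusted p = 0.234), limma with Benjamini-Hochberg adjustment, 3 of 6 XY lines above every XX line), past an FDR of 0.05 with the cross as a covariate. Elsewhere the paper gives it as higher in male cells. The paper states that the Y-linked *Zfy* gene is not expressed in male cells, and *Zfy2* had values of 15.0, 21.6 and 48.9 in the BC XY lines.

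The following genes are called by the paper between XX and XY cells and were not past an FDR of 0.05 here (log2 fold change of XX over XY lines with adjusted p, limma with Benjamini-Hochberg adjustment, the lines of the higher sex above every line of the other, and the range of adjusted p over the alternatives). Higher in XX cells in the paper are *Prdm14* 0.90 (0.0629, 4 of 6, 0.0113 to 0.106), *Elf4* 1.05 (0.0581, 3 of 6, 0.0174 to 0.177), *Aff2* 1.46 (0.0751, 4 of 6, 0.0134 to 0.493), *Rhox9* 0.82 (0.260, 4 of 6, 0.0258 to 0.313), *Mitf* 0.65 (0.314, 2 of 6, 0.135 to 0.484), *Parp3* 0.76 (0.308, 3 of 6, 0.244 to 0.549), *Mecom* 1.07 (0.193, 3 of 6, 0.145 to 0.853) and *Hoxa5* 1.43 (0.107, 5 of 6, 0.0704 to 0.958). Higher in XY cells in the paper, for *Apln* and *Fndc3c1* by Fig. 1c, are *Tcf3* -0.92 (0.134, 3 of 6, 0.0123 to 0.776), *Eomes* -1.08 (0.0919, 5 of 6, 0.00701 to 0.143), *Gata4* -1.50 (0.128, 4 of 6, 0.0389 to 0.249), *Hand1* -0.93 (0.0968, 5 of 6, 0.0491 to 0.343), *Cdx2* -1.23 (0.117, 2 of 6, 0.0455 to 0.253), *T* -1.84 (0.214, 3 of 6, 0.0263 to 0.322), *Foxa2* -0.86 (0.395, 1 of 6, 0.0256 to 0.602), *Pou3f1* -0.74 (0.235, 3 of 6, 0.0757 to 0.587), *Hdac5* -0.90 (0.0571, 5 of 6, 0.00644 to 0.443), *Mbd3* -0.78 (0.117, 4 of 6, 0.00744 to 0.674), *Cxxc1* -0.62 (0.142, 3 of 6, 0.0157 to 0.604), *Uty* -2.64 (0.149, 4 of 6, 0.00278 to 0.193), *Apln* -0.81 (0.362, 4 of 6, 0.0454 to 0.425) and *Fndc3c1* -1.05 (0.141, 2 of 6, 0.00943 to 0.180).

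Of these genes, settings set before the data were examined called *Eomes*, *Mbd3*, *Prdm14*, *Tcf3*, *Fndc3c1*, *Elf4*, *Aff2*, *Hdac5* and *Uty* with the cross as a covariate, *Mbd3*, *Prdm14*, *Tcf3*, *Cdx2*, *Fndc3c1*, *Rhox9*, *Elf4*, *Aff2*, *Hdac5* and *Cxxc1* with the replicate block with the cross, *Hdac5* with 14 lines in the model. With 1 line left out, *Eomes*, *Hand1* and *Uty* passed without CB XY 2, *Mbd3*, *Tcf3*, *Elf4*, *Aff2*, *Hdac5*, *Cxxc1* and *Hoxa5* passed without CB XX 1, *Prdm14* passed without BC XX 3, *Elf4* passed without BC XY 3, *Hdac5* passed without BC XY 1. Settings chosen after seeing the values called *T*, *Eomes*, *Prdm14*, *Foxa2*, *Apln* and *Fndc3c1* with the mesenchymal level as a covariate, *T*, *Eomes*, *Prdm14*, *Foxa2*, *Apln* and *Fndc3c1* with the cross and mesenchymal level as covariates, *Eomes*, *Gata4*, *Hand1* and *Uty* with the lines labelled CB XY 2 and CB XY 3 left out, *Prdm14*, *Elf4* and *Hdac5* after quantile normalization, *Elf4* and *Hdac5* after a correction for GC content. No setting run called *Mitf*, *Pou3f1*, *Parp3* or *Mecom*.

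Tables S4 and S5 give genes as different in BC lines that were not past an FDR of 0.05 here (log2 fold change with adjusted p, limma with Benjamini-Hochberg adjustment, and the BC XX lines above every other line). Against BC XY lines these are *Gm9* 1.11 (0.135, 3 of 3), *Rnf128* 0.79 (0.190, 1 of 3) and *Ftx* 0.87 (0.0829, 3 of 3). Against XO lines they are *Gm9* 1.45 (0.0841, 3 of 3), *Xlr* 1.36 (0.0870, 3 of 3), *Bgn* 1.83 (0.0596, 3 of 3), *Rnf128* 1.28 (0.0692, 3 of 3) and *Ftx* 1.00 (0.0746, 3 of 3). The alternatives were not run for these genes within the BC lines.

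*Grb10*, which the paper gives as higher in XY lines of the CB cross, had -0.86 (adjusted p = 0.548) there (2 of 3 CB XY lines above every CB XX line), and *Esrrb*, higher in XO than in XX lines in the paper, had -0.65 (adjusted p = 0.207) (2 of 2 XO lines above every BC XX line), and no setting run called either in these comparisons by limma with Benjamini-Hochberg adjustment. Over all XX and XY lines *Grb10* passed in 1 of 15 alternatives, with the cross and the mesenchymal level as covariates (-1.47, adjusted p = 0.0363, range 0.0363 to 0.745, limma with Benjamini-Hochberg adjustment). *Eif2s3y* was not called between XO and BC XY lines (-2.02 (adjusted p = 0.999), limma with Benjamini-Hochberg adjustment, 3 of 3 BC XY lines above every BC XO line). The spread of that fit takes in the CB XY lines, which differ widely in Y-linked RNA.

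The paper lists genes linked to Turner syndrome or haploinsufficiency as different between XX and XO lines only. None of *Procr*, *Nr3c1*, *Insr*, *Apob*, *Bmp15*, *F8*, *Il6*, *Was*, *Rad50* and *Slc33a1*, nor *Rian*, *Grb10*, *Wnt4*, *Fgfr3* and *Men1*, passed an FDR of 0.05 between BC XX and XO lines. Settings set before the data were examined called *Was* and *Slc33a1* with size factors from autosomal genes, and *F8* and *Rian* with only the lines compared. Settings chosen after seeing the values called *F8* with pseudocount 20 and after quantile normalization, *Slc33a1* after quantile normalization and *Was* after the GC correction. *Was* and *Slc33a1* were also higher in XX than in XY lines (0.96 (adjusted p = 0.0121) and 0.63 (adjusted p = 0.0439), limma with Benjamini-Hochberg adjustment, 6 and 5 of 6 XX lines above every XY line), and *F8* was with the cross as a covariate (1.27, adjusted p = 0.0154, 4 of 6, range 0.0154 to 0.440 over its alternatives, limma with Benjamini-Hochberg adjustment). The paper reports a larger rise of the genes shared by XO and XY lines than of those limited to XO lines, and at an FDR of 0.05 their medians differed by 0.060 (permutation test, p = 0.168). The paper reports clustering by sex chromosome complement, and over all expressed genes the first split here set BC XX 3 apart.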

Other observations

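The tests of the lines labelled CB XY 2 and CB XY 3, of single chromosomes, of a test against 2-fold, and of other groupings at an FDR of 0.05 were chosen only after the result was seen.

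The lines labelled CB XY 2 and CB XY 3 have little Y-linked RNA. An exchange with XX lines is argued against by their X-linked medians, of which the higher is 0.12, below the 0.54 of the lowest XX line. Reads lost to the strain of the Y chromosome are argued against by CB XY 1, whose *Uty* value is 1149. The Y-linked level of CB XY 2 and CB XY 3 lies at most 0.0096 above the one predicted from the mesenchymal level in XX and XO lines. Absence of the Y chromosome from these cells may therefore explain their low Y-linked RNA. An exchange with the 2 sequenced XO lines is argued against, because the lines labelled BC XO lack Y-linked RNA too. Their *Uty* values are 15.2 and 30.6, and their Y-linked levels lie at -0.14 and -0.087 from the prediction. Loss of the Y chromosome and exchange with an XO line that was not sequenced are not parted by these data. The paper's methods report that *Sry* was used to sex the lines, and a diploid number of chromosomes in most spreads of the XY lines, and these values can test neither.

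Single chromosomes were shifted in CB lines, in CB XX 1 chromosome 1 (0.35), in CB XY 2 and CB XY 3 chromosome 6 (0.27 and 0.23), in CB XX 3 chromosome 8 (0.22) and in CB XX 2 chromosome 12 (-0.30), among others. After a correction for GC content each shift of the CB lines remained at 0.22 or more, which argues against that bias, and the first and the second part of each such chromosome moved by at least 0.18, so that a change in copy number may explain them. For BC XX 3, 6 shifted chromosomes moved by at most 0.11 after the correction, and GC content bias may account for them. Karyotypes were not analysed here.

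Other groupings of the lines were fitted for each count. Of 100 groupings of the 12 XX and XY lines, 1 gave as many genes as the 183 at an FDR of 0.01, the real one, with at most 20 in the others. By the looser FDR of 0.05, 4 gave as many as the 797, among them the grouping by cross (853) and 2 others (1321 and 1010), and with the cross as a covariate 1697 genes differed by sex. In the BC and in the CB cross, 1 of 10 groupings gave as many genes as the 196 and the 114, the real one, and the other 9 gave at most 1 gene at an FDR of 0.05 in either cross. The 37 X-linked genes among the 196 and the 72 among the 114 were higher in XX lines without exception. With 3 against 3 lines the share of groupings is never under 0.1, so that this count by itself does not pass a threshold of 0.05.

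The X-linked log2 fold change was 0.15 larger in CB than in BC lines beyond the autosomal difference. XX lines of both crosses carry an X chromosome of each strain. That of XY lines is CAST in the CB and C57BL/6 in the BC cross. The X-linked medians were 0.61 to 0.69 in BC XX and 0.54 to 0.75 in CB XX lines. They were 0.017 to 0.13 in BC XY lines, and -0.14, -0.20 and 0.12 in CB XY 1, 2 and 3. Poorer alignment of CAST reads and a difference between the crosses cannot be told apart, because this strain difference of XY lines goes with the cross. Of the 49 X-linked genes above 2-fold, 38 do not pass a test against 2-fold. Whether these exceed it cannot be told apart from the spread of the estimates with 6 lines per group. The other 11 genes pass, and spread alone does not account for those. Among the 11 are *Xlr3a*, *Xlr3b*, *Xlr3c*, *Xlr5a* and *Xlr5b*. Reads could have been split between these related copies, so that they are not separate evidence. Of the 338 X-linked genes not called, 186, or 55.0%, have an interval wholly below 2-fold, which excludes a missed 2-fold change for these alone. For the other 152, lack of power and a smaller difference cannot be told apart, because their intervals include 2-fold. Differences below 2-fold that went uncalled stay open for all 338, whose median log2 fold change was 0.42, and with the cross as a covariate 272 were not called. The lowest X-linked median of an XX line, 0.54, lies above the highest of the XY and XO lines, 0.13. This argues against an XX line in which nearly all cells lost an X chromosome. Loss in a similar share of the cells of every XX line is not excluded, because the XX lines were compared with each other and with those lines only.

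Of the marker lists, the germline list was higher in XX lines by fry (Benjamini-Hochberg adjusted p = 0.0440, median log2 fold change 0.42, 18 of 21 genes), and the MAPK target list lower (0.0440, -0.33, 14 of 15 genes). The 2-cell list (0.136, 0.25, 2 of 2 tested genes higher) and the primitive endoderm list (0.516, -0.10, 9 of 19 higher) did not pass. For the germline list, a change in both crosses and one limited to CB lines cannot be told apart, because the difference between the crosses had values of 0.0995 before and 0.120 after adjustment. The MAPK target list passed in CB lines by fry (Benjamini-Hochberg adjusted p = 0.00766, median -0.62) and not in BC lines (0.432, -0.19). Its difference between the crosses was not past the threshold (fry, Benjamini-Hochberg adjusted p = 0.147), so that a change limited to CB lines is not shown either. A biological difference by sex chromosome complement stays open for these lists as untested beyond the comparison itself.

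Of the 14 genes that the study measured by quantitative PCR (Table S1), 7 passed an FDR of 0.05 in XX against XY lines by limma with Benjamini-Hochberg adjustment, 5 of them higher and 2 lower in XX lines, with log2 fold changes of the 14 between −1.84 and 2.39. With the cross as a covariate, 6 passed as higher and 4 as lower in XX lines.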
